# Pig Liver Esterase Hydrolysis of 2-Arachidonoglycerol Exacerbates PRRSV-Induced Inflammation via PI3K-Akt-NF-κB Pathway

**DOI:** 10.3390/cells14161227

**Published:** 2025-08-08

**Authors:** Yuelin Fu, Huiwen Zhu, Qiling Xiao, Qi Chen, Qiongqiong Zhou, Xiliang Wang, Deshi Shi

**Keywords:** pig liver esterase, porcine alveolar macrophages, inflammation, Porcine Reproductive and Respiratory Syndrome Virus, 2-arachidonoglycerol

## Abstract

Inflammation is essential for host defense but requires strict regulation to prevent immunopathology. This study reveals how pig liver esterase (PLE) in alveolar macrophages (PAMs) modulates PRRSV-induced inflammation through endocannabinoid metabolism. We identified PLE6 as the dominant hydrolytically active subtype in PAMs. Functional studies demonstrated that PLE promotes pro-inflammatory cytokine expression during PRRSV infection, while its substrate 2-arachidonoylglycerol (2-AG) exerts anti-inflammatory effects. Animal experiments confirmed that PLE inhibition reduces pulmonary inflammation and tissue damage in PRRSV-infected piglets. Transcriptomic and mechanistic analyses revealed that PLE hydrolyzes 2-AG to activate the PI3K-Akt-NF-κB pathway, particularly through enhanced phosphorylation of Akt and p65. These findings establish a novel pathological mechanism where PLE-mediated 2-AG degradation disrupts endocannabinoid homeostasis, amplifying PRRSV-induced inflammation. The study provides therapeutic insights for targeting endocannabinoid hydrolysis to control inflammatory diseases.

## 1. Introduction

Endogenous cannabinoids (eCBs), a class of lipid-based signaling molecules naturally present in mammalian systems, have emerged as a focal point in pharmacological and immunological research due to their extensive regulatory functions. Substantial evidence has established that the anti-inflammatory cascade triggered by eCBs through their interaction with cannabinoid receptors, such as CB2, constitutes a fundamental mechanism in maintaining inflammatory homeostasis within the organism [1,2]. 2-arachidonoylglycerol (2-AG) is a major eCB with significant anti-inflammatory effects. For example, 2-AG can inhibit TLR4-induced immune responses, thereby suppressing the reduction of IL-6, TNF-α, and COX2 expression in macrophages [3]; 2-AG inhibits the virulence program of pathogens by antagonizing the bacterial receptor QseC, thereby reducing the intestinal bacterial load in mice and alleviating colitis [4]. Therefore, 2-AG has attracted increasing attention for its important role in regulating immune and inflammatory responses [5,6]. However, some studies have also found that 2-AG upregulates inflammation after being hydrolyzed by its classic degrading enzyme monoacylglycerol lipase (MAGL), which is a serine hydrolase [7,8,9]. Therefore, inhibiting the activity of 2-AG degrading enzyme can significantly suppress inflammation and is currently one of the popular research targets for inflammation regulation [10,11]. However, the anti-inflammatory mechanisms of 2-AG remains largely confined to neuroscience, metabolic disorders (particularly obesity), cardiovascular protection, and mental health research [12,13,14,15]. Notably, the potential role of 2-AG in modulating viral infection-induced inflammation remains poorly explored, with no existing reports specifically addressing its immunoregulatory function in animal models of viral diseases.

Pig carboxylesterase, as a member of the serine hydrolase family [16], is also known as pig liver esterase (PLE) due to its highest expression level in the liver. The distinctive chiral hydrolytic properties of PLE have established its indispensable role in organic chemical synthesis, consequently directing research efforts over the past century predominantly toward its synthetic applications [17,18,19]. However, the pharmacological significance and physiological functions of PLE in biological systems, particularly its involvement in drug metabolism, nutrient processing, and cellular signaling pathways, remain largely unexplored. Previous studies have demonstrated that mouse carboxylesterase exhibits 2-AG hydrolytic activity surpassing that of MAGL [20]. Similarly, human carboxylesterase has been shown to possess comparable 2-AG hydrolytic capacity to MAGL [21]. PLE and MAGL belong to the serine hydrolase family, and 2-AG contains amide and ester bonds that can be hydrolyzed by PLE [22], therefore, our research team investigated the pharmacological properties of PLE, and discovered that PLE demonstrates superior 2-AG hydrolytic activity compared to MAGL, and that it further promotes LPS-induced inflammatory responses after hydrolyzing 2-AG [23]. This indicates that PLE is closely related to the occurrence and development of inflammation within the organism, potentially serving as a key regulatory node in inflammatory pathways.

Recent studies have revealed significant differences in Porcine reproductive and respiratory syndrome (PRRS) resistance between Tongcheng pigs (Chinese indigenous) and Large White pigs, with Tongcheng pigs showing lower susceptibility to HP-PRRSV [24]. Following experimental HP-PRRSV infection, while both Tongcheng and Large White pigs developed characteristic pneumonia symptoms, Large White pigs exhibited typical pneumonia symptoms after infection, with more severe viral load, lung lesions, and clinical symptoms compared to Tongcheng pigs. Notably, IL-1β and IL-6 were significantly increased in Large White pigs, which may be an important cause of acute lung injury during later infection stages [25,26]. PRRSV, a highly immunosuppressive pathogen, induces severe pulmonary inflammation and tissue damage through its tropism for porcine alveolar macrophages (PAMs)—the primary viral target cells [27,28,29]. This immunoescape strategy frequently results in secondary infections that significantly contribute to disease mortality [30]. Despite extensive research investigating PRRSV-induced pneumonia through multiple approaches—including viral structural and non-structural protein analysis, comparative studies of different strains, and differences in inflammatory response among pigs with different resistance [31,32,33,34]—the mechanisms remain largely elusive, with inconsistent findings and numerous unresolved aspects in the current understanding of this complex pathogenesis. Our previous studies identified distinct PLE expression patterns between these breeds; Tongcheng pigs with mild HP-PRRSV-induced pneumonia displayed lower PLE expression, whereas Large White pigs with severe pneumonia exhibited higher PLE expression [35]. These findings strongly suggest that PLE is likely closely related to PRRSV-induced pneumonia and plays an important regulatory role in its occurrence and development.

Based on the high activity of PLE in hydrolyzing 2-AG, a crucial anti-inflammatory mediator, and inspired by the differential inflammatory responses following HP-PRRSV infection and PLE expression patterns between Tongcheng pigs and Large White pigs, this study systematically investigated the functional role and mechanisms of PLE in PRRSV-induced pneumonia. It is found that inhibiting PLE activity or expression can reduce the inflammation after PRRSV infection, whether in vivo or in vitro, indicating that PLE plays a pro-inflammatory role in PRRSV-induced inflammation. Moreover, this pro-inflammatory effect is achieved through the hydrolysis of endogenous cannabinoid 2-AG. This study reveals the role and mechanism of PLE in PRRSV-induced pneumonia, opening a new window for the pathological understanding of PRRSV, provides a novel theoretical basis for developing PRRS prevention and control strategies, and provides reference for PLE as a promising therapeutic target for inflammatory diseases.

## 2. Materials and Methods

### 2.1. Cloning and Subtype Identification of PLE

Universal PCR primers for PLE (PLE-F and PLE-R; Table S1) were designed based on γPLE cDNA (GenBank: X63323). Total RNA extracted from PAMs using TRIzol (Accurate, Changsha, China) was reverse-transcribed using Evo M-MLV Plus cDNA Synthesis Kit (Accurate, Changsha, China). PCR amplification was performed (94 °C 5 min; 30 cycles of 94 °C 1 min, 57 °C 1 min, 72 °C 2 min; final extension at 72 °C 10 min), followed by 0.8% agarose gel electrophoresis and gel extraction (Omega, Norcross, GA, USA). Purified PLE fragments were ligated into pMD20-T vector (Takara, Beijing, China) at 16 °C overnight and transformed into DH5α competent cells (Tsingke Biotech, Wuhan, China). Positive clones were screened by colony PCR and sequenced (Sangon Biotech, Shanghai China) using M13 F(−47), M13 R(−48), and PLE-M primers (Table S1). Sequences were assembled (DNASTAR), aligned with γPLE (X63323) via NCBI Blast, and translated into amino acid sequences (MEGA) for analysis of twenty-five variant sites across five variable regions [16,35].

### 2.2. Construction of PLE 6 Prokaryotic Functional Expression Plasmid

To amplify the PAMs PLE fragment, PCR was performed using the primer (F:5′-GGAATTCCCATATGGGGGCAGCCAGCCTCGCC-3′, R:5′-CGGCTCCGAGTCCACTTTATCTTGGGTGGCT-3′). The PCR product was then analyzed by 0.8% agarose gel electrophoresis, and the target DNA fragment was excised and purified using the E.Z.N.A.^®^ Gel Extraction Kit (OMEGA, GA, USA) according to the manufacturer’s instructions. The purified PCR product was digested with NdeI and XhoI (Thermo, Waltham, MA, USA) and subsequently ligated into the similarly digested pET15b expression vector. The restriction digestion was carried out at 37 °C for 1 h, followed by overnight ligation at 16 °C using T4 DNA ligase (Thermo, MA, USA). The recombinant plasmids were extracted using the E.Z.N.A.^®^ Plasmid DNA Mini Kit I (OMEGA, GA, USA) following the manufacturer’s protocol. The extracted plasmids were then verified by double digestion with NdeI and XhoI restriction enzymes (Thermo, MA, USA). The successfully digested plasmids were designated as pET15b-PLE6, confirming the correct insertion of the target fragment. The recombinant expression vector pET15b-PLE6 was transformed into Origami-pGro7 competent cells. The transformed cells were plated on LB agar plates supplemented with dual antibiotics (100 µg/mL ampicillin and 25 μg/mL chloramphenicol, Solarbio, Beijing, China) and incubated at 37 °C for 16 h. Single colonies were then selected for bacterial colony PCR verification. Positive clones containing the correct construct were designated as Origami-pGro7-pET15b-PLE6.

### 2.3. Prokaryotic Functional Expression and Purification of PLE6

The Origami-pGro7-pET15b-PLE6 transformants were inoculated into LB medium containing both ampicillin (100 μg/mL) and chloramphenicol (25 μg/mL). The culture was supplemented with 1 mg/mL L-arabinose (Solarbio, Beijing, China) at initiation and grown at 30 °C with shaking at 200 rpm. When the OD600 reached 0.6–0.8 (after 2–3 h of cultivation), PLE6 expression was induced by adding isopropyl β-D-1-thiogalactopyranoside (IPTG, Solarbio, Beijing, China) to a final concentration of 40 μM. Following 6 h of induction, cells were harvested by centrifugation at 8000× *g* for 10 min at 4 °C. The bacterial cells were lysed using a low-temperature ultra-high pressure continuous flow cell disruptor (JN-02C, Guangzhou, China) until the effluent became clear. The lysate was then centrifuged at 12,000× *g* for 30 min at 4 °C to collect the supernatant. Following clarification through a 0.45 μm filter membrane (Millipore, Burlington, MA, USA), the supernatant was subjected to affinity chromatography purification using an AKTApurifier system (Cytiva, Uppsala, Sweden) equipped with a HisTrap FF column (Cytiva, Uppsala, Sweden). The purified protein fractions were analyzed by SDS-PAGE, and the target-containing fractions were pooled and concentrated to approximately 1 mL using an ultrafiltration tube (Millipore, MA, USA) at 4000× *g* and 4 °C. The final protein product was aliquoted and stored at –80 °C for subsequent use.

### 2.4. Identification of PLE 6 Hydrolysis Activity

The enzymatic reaction was performed in a 1 mL reaction system at room temperature using 50 mM PBS buffer (pH 7.2). The reaction mixture contained 1 mM p-nitrophenyl acetate (p-NPA, Sigma-Aldrich, St. Louis, MO, USA) as substrate and 10 μg of prokaryotically expressed PLE6. P-NPA is a universal substrate for carboxylesterase, which is hydrolyzed to produce p-NP with a yellow solution.

### 2.5. Cell Culture and Virus Propagation

Porcine alveolar macrophages (PAMs) were obtained from the postmortem lung lavage of 4-week-old specific-pathogen-free (SPF) pigs and maintained in an RPMI medium 1640 supplemented with 10% heat-inactivated FBS (Gibco, Carlsbad, CA, USA). Marc-145 cells were cultured in a Dulbecco modified Eagle medium (DMEM) with 10% FBS. The PRRSV (WUH3, GenBank: HM853673.1) was propagated on PAMs or Marc-145 cells, and the virus titers were determined. Briefly, PRRSV was serially diluted 10-fold in complete DMEM or RPMI 1640 to infect 5 × 10^4^ Marc-145 cells or PAMs in 96-well plates. Virus titer was determined using the Reed-Muench method and expressed as the TCID50. The virus was stored at −80 °C until use.

### 2.6. PLE Activity Inhibition and Virus Infection

PAMs were pre-treated with 100 μM BNPP (Sigma, MO, USA), a specific PLE inhibitor, for 3 h prior to the PRRSV strains’ WUH3 infection (MOI = 0.5). Subsequently, the medium was replaced with a fresh DMEM maintenance medium containing 2% FBS. This was maintained until 6, 12, or 24 h post-infection (hpi) for sample collection. Total RNA was extracted for RT-qPCR analysis of IL-1β, IL-6, and TNF-α expression.

### 2.7. RNA Extraction and Real-Time PCR

According to the manufacturer’s instructions, total RNA was extracted from treated cells using TRIzol (Accurate, Changsha, China). HiScript ^®^ II Q RT SuperMix (Vazyme, Nanjing, China) was used to prepare cDNA from RNA. Real-time fluorescence quantitative PCR analysis was performed using a real-time fluorescence quantitative PCR system (BIO-RAD, Hercules, CA, USA) and ChamQ Blue Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) real-time fluorescence quantitative PCR premix. The primers used for IL-1β, IL-6, IL-8, IL-17, TNF-α, PI3K, Akt, NF-κB, and GAPDH are shown in Table S2.

### 2.8. Western Blot Analysis

Total protein was extracted from cells using a RIPA lysis buffer (CWBIO, Taizhou, China) containing phosphatase and protease inhibitor (CWBIO, Taizhou, China). Protein concentration was quantified using the BCA kit (Beyotime, Shanghai, China). The protein sample (15 μg) was separated on 10% SDS-PAGE gel and transferred to a PVDF membrane (Millipore, MA, USA). Membranes were blocked with 8% skim milk or 5% BSA at 4 °C for 6–8 h, and incubated overnight at 4 °C with primary antibody: anti-PI3K (1:10,000, Proteintech, Wuhan, China), anti-p-Akt (1:2000, Vazyme, Nanjing, China), anti-Akt (1:10,000, Proteintech, Wuhan, China), anti-p-p65 (1:5000, Proteintech, Wuhan, China), anti-p65 (1:2000, Proteintech, Wuhan, China), anti-PLE (1:500, Prepared by our team), and anti-GAPDH (1:4000. Servicebio, Wuhan, China). Then, the membrane was incubated with appropriate secondary antibodies (1:10,000, CWBIO&Biodragon, Taizhou&Beijing, China) at room temperature for 1 h. The membranes were imaged by first combining Liquid A and Liquid B from the enhanced chemiluminescence detection kit (Epizyme, Shanghai, China) to configure the corresponding volume of the substrate working solution at a 1:1 ratio. The solution was evenly dropped onto the imprinting membrane to image the membrane, and the Chemi DocTMXRS+ (BIO-RAD, CA, USA) was used for imaging.

### 2.9. siRNA Knockdown

According to the manufacturer’s instructions, GP-transfect Mate transfection reagent (GenePharma, Suzhou, China) was used to transfect siRNA targeting PLE or non-specific control (NC). siRNA was synthesized by GenePharma, and the sequence is shown in Table S3. We transfect PAMs with 50 nM siRNA, harvest the cells 24 h later, and evaluate the efficiency of PLE silencing by RT- qPCR and WB.

### 2.10. PLE Enzyme Activity Assay and 2-AG Hydrolysis

An amount of 50 μg of PAMs lysate was incubated with the carboxylesterase universal substrate p-NPA (1 mmol/L, Sigma, MO, USA) in PBS buffer (50 mmol/L, pH 7.2) at room temperature. The hydrolysis product p-NP has a maximum absorbance at 405 nm. We performed hydrolysis of 2-AG (Cayman, Ann Arbor, MI, USA) using the prokaryotic functional expression of PLE6 with PBS (50 mmol/L, pH 7.2) as the hydrolysis buffer. Final concentrations of 2-AG were at 1, 5, and 10 μmol/L, the PLE6 dosage at 5 μg, the total reaction volume at 100 μL; the hydrolysis reaction temperature was at 37 °C for 30 min, then filtered through a 0.22 μm filter and added to PAMs culture medium.

### 2.11. RNA-Seq and Data Analysis

We extracted PAMs RNA from the animal experiments using TRIzol (Invitrogen, Carlsbad, CA, USA). RNA integrity was assessed using the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA), and the data were confirmed by denatured agarose gel electrophoresis. After library quality control, different libraries were pooled based on the effective concentration and targeted data amount. The 5′-end of each library was phosphorylated and cyclized. Subsequently, loop amplification was performed to generate DNA nanoballs. These DNA nanoballs were finally loaded into flowcell with DNBSEQ-T7(MGI, Shenzhen, China) for sequencing. The library construction, quality inspection, and machine sequencing were all completed by Novogene Technology Co., Ltd. in Beijing. We calculated the padj-value and fold change (FC) of each gene, screened differentially expressed genes (DEGs) with padj < 0.05 and |FC| > 1.5, and then performed gene ontology function (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis on DEGs.

### 2.12. ELISA

According to the instructions, use the ELISA kit (HYCEZMBIO, Wuhan, China) to measure the concentration of IL-1β, IL-8, IL-17, AA, PGD2, and PGE2 in the serum.

### 2.13. Animal Experiment

Twelve one month old SPF piglets (obtained from Wuhan Golden Dragon Group) were randomly divided into three groups. Four piglets in the control group were treated with physiological saline solution. Four piglets in each of the infection group and the PLE inhibitor BNPP (Sigma, MO, USA) group were infected with PRRSV (WUH3 10^5^ TCID_50_/mL) by intranasal inoculation of 1 mL and intramuscular injection of 2 mL. After the appearance of clinical symptoms, four piglets were treated with BNPP (25 mg/kg, intraperitoneal injection) [23]. After 24 h of BNPP injection, all piglets were anesthetized via intravenous administration of Propofol (3 mg/kg, jiabopharm, Qingyuan, China). Following confirmation of successful anesthesia (as evidenced by loss of palpebral reflex and muscle tone), euthanasia was performed by exsanguination and samples were collected.

### 2.14. Immunofluorescence

The fixed cells were treated with 4% paraformaldehyde for 10 min at 4 °C, washed three times with ice-cold PBS (5 min each), then permeabilized with 0.2% Triton X-100 (Beyotime, Shanghai, China) for 10 min. After blocking with PBST (PBS containing 0.1% Tween-20) supplemented with 1% BSA and 22.5 mg/mL glycine for 30 min, samples were incubated with anti-p65 primary antibody (1:100; Proteintech, Wuhan, China) overnight at 4 °C, followed by incubation with Cy3 conjugated Goat Anti-mouse IgG (H + L) secondary antibody (1:200; Servicebio, Wuhan, China) for 1 h at room temperature in the dark. Nuclei were counterstained with DAPI (Servicebio, Wuhan, China) for 5 min before fluorescence imaging using a Zeiss Axio Observer Z1 microscope (Oberkochen, Germany).

### 2.15. Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8.0 software, and differences were analyzed using Student’s *t* test. Significance is denoted in the figures as follows: *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

## 3. Results

### 3.1. Characterization of PLE Expression in PAMs and Its Functional Involvement in PRRSV Infection

Verification of PLE expression and its abundance in PAMs constituted the fundamental basis of this study. We therefore initially investigated the expression profile of PLE in PAMs. To characterize PLE expression in PAMs, the ORF of PAMs PLE was amplified by PT-RCR. Agarose gel electrophoresis analysis of the amplification products revealed a distinct 1698 bp band (Figure 1A), corresponding to the expected size of the PLE transcript. Subsequent western blot analysis confirmed substantial PLE protein expression in PAMs (Figure 1B), demonstrating high endogenous levels of this enzyme in PAMs. Given that PLE constitutes an enzyme family comprising multiple isoenzymes with varying hydrolytic capacities across different subtypes [23,36], further research has been conducted on the types of PLE subtypes within PAMs. Following the classification method established by Xiao and Brusehaber et al. [16,35], our analysis of 75 positive clones revealed that 69 clones (92%) encoded PLE6, while other subtypes accounted for only 8% (Table 1; detailed PLE subtype amino acid sequences are provided in Additional files). These findings fully demonstrate that PLE has a high expression in PAMs, and PLE 6 is the main subtype.

Following the identification of PLE6 as the predominant subtype in PAMs, we investigated its functional role in PRRSV-induced inflammation. Prokaryotic functional expression of the main subtype PLE6 was performed and added to PAMs infected with PRRSV. It was observed that PLE6 significantly increased the expression of pro-inflammatory factors in PRRSV-infected PAMs (Figure 1C), and the addition of PLE6 alone did not have a pro-inflammatory effect (Figure 1D). This indicates that PLE plays a pro-inflammatory role in PRRSV infection, but PLE itself does not have pro-inflammatory function, and this pro-inflammatory effect depends on other mediators or pathways to achieve.

**Figure 1:**
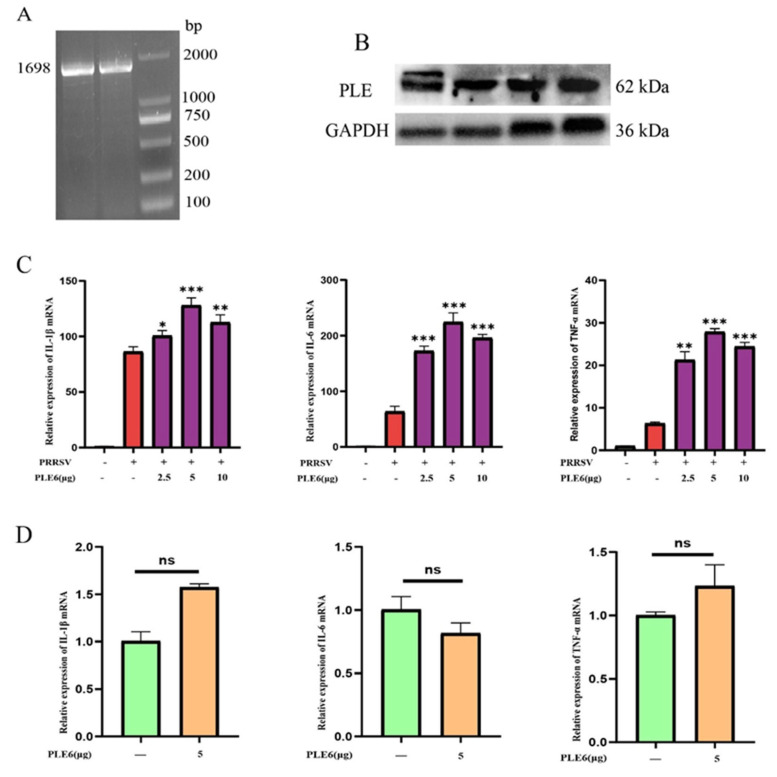
Characterization of PLE expression in PAMs and its functional involvement in PRRSV infection. (**A**) RT-PCR amplification of PLE ORF in 1-month-old piglet PAMs. (**B**) Western Blot analysis of PLE expression in 1-month-old piglet PAMs. (**C**) RT-qPCR analysis of prokaryotic functional expression PLE6 effects on IL-1β, IL-6, and TNF-α expression in PRRSV-infected PAMs. (**D**) The addition of prokaryotically expressed PLE6 alone was analyzed for its impact on the expression of IL-1β, IL-6, and TNF-α through RT-qPCR in PAMs. The data are representative of three independent experiments (means the standard errors of the mean [SEM]). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 (Student’s *t* test).

**Table 1:** Cloning statistics of PLE subtypes in PAMs.

Subtype	Number	Ratio
PLE6	69	92%
Others	6	8%

### 3.2. PLE Inhibition and Knockdown Suppress PRRSV-Mediated Inflammation

Subsequently, we modulated PLE activity and expression to further elucidate its role in PRRSV-induced inflammation in PAMs. Firstly, the specific inhibitor Bis (4-nitrophenyl) phosphoric acid (BNPP) of PLE was used to inhibit its activity prior to infection. It was observed that BNPP demonstrated no detectable cytotoxicity at from 0.5 μM to 1000 μM (Figure 2A) and BNPP significantly downregulated the expression of IL-1β and IL-6 induced by PRRSV, and the expression of TNF-α also decreased (Figure 2B). Next, to further investigate the role of PLE in the expression of pro-inflammatory cytokines induced by PRRSV, PLE expression was knocked down by targeted siRNA transfection (Figure 2C,D). Silencing PLE resulted in marked reduction of PRRSV-induced IL-1β and TNF-α expression, along with decreased IL-6 production (Figure 2E). These consistent findings indicate that inhibiting PLE activity and expression can suppress the expression of pro-inflammatory factors after PRRSV infection, suggesting that PLE plays a pro-inflammatory role in HP-PRRSV infection.

**Figure 2:**
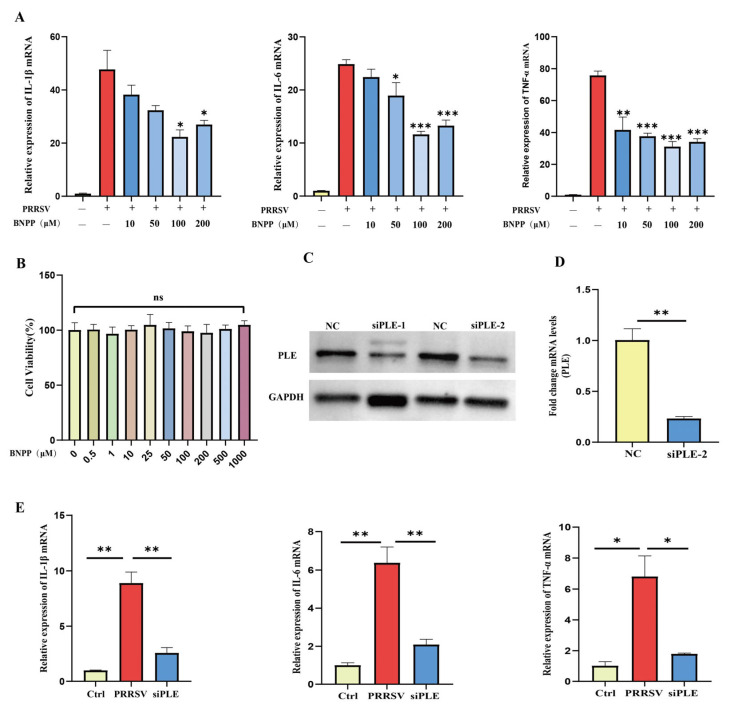
PLE inhibition and knockdown suppressed PRRSV-mediated inflammation. (**A**) RT-qPCR analysis of IL-1β, IL-6, and TNF-α expression in PRRSV-infected PAMs pre-treated with BNPP. (**B**) The effect of different concentrations of BNPP treatment on cell viability. (**C**,**D**) PLE knockdown efficiency was verified by western blot analysis and RT-qPCR. (**E**) The effect of PLE knockdown on the expression of IL-1β, IL-6, and TNF-α in PRRSV infected PAMs. The data are representative of three independent experiments (means the standard errors of the mean [SEM]). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 (Student’s *t* test).

### 3.3. 2-AG Inhibits PRRSV-Induced Inflammation but Promotes It Post-Hydrolysis

Although the anti-inflammatory properties of 2-AG were well-documented, it remains unknown if 2-AG plays the same role in PRRSV infection. In this study, we investigated the role of 2-AG in PRRSV-induced inflammatory response. Different concentrations of 2-AG were used to treat PAMs infected with PRRSV; 0.5–100 μM of 2-AG revealed no detectable cytotoxicity (Figure 3A) and 1–10 μmol of 2-AG significantly inhibited the expression of IL-1β, IL-6, and TNF-α induced by PRRSV (Figure 3B). The results indicated that 2-AG could inhibit the expression of PRRSVP-induced pro-inflammatory cytokines. However, when 2-AG was pre-hydrolyzed by PLE and then added to PRRSV-infected PAMs, this anti-inflammatory effect was abolished, accompanied by a significant increase in pro-inflammatory cytokine expression (Figure 3C). This demonstrates that the hydrolytic products of 2-AG exhibit pro-inflammatory effects, and that PLE-mediated hydrolysis of 2-AG serves as the crucial mechanism underlying its pro-inflammatory action.

**Figure 3:**
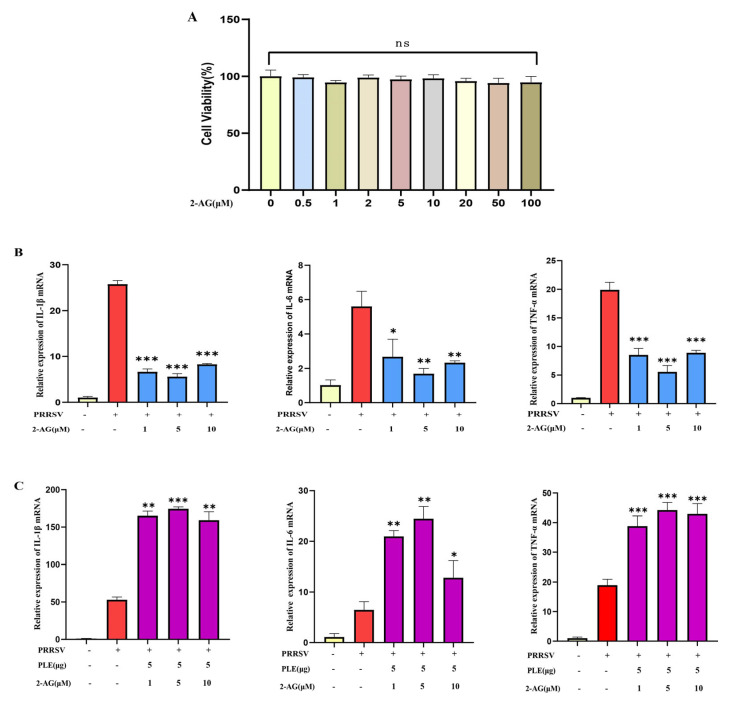
2-AG inhibited PRRSV-induced inflammation but promoted it post-hydrolysis. (**A**) The effect of different concentrations of 2-AG on cell viability. (**B**) The effect of 2-AG (1 μM, 5 μM, or 10 μM) on the expression of IL-1β, IL-6, TNF-α in PRRSV infected PAMs was analyzed by RT-qPCR. (**C**) The effect of 2-AG (1 μM, 5 μM, or 10 μM) hydrolysis on the expression of IL-1β, IL-6, TNF-α in PRRSV infected PAMs was analyzed by RT-qPCR. The data are representative of three independent experiments (means the standard errors of the mean [SEM]). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 (Student’s *t* test).

### 3.4. Inhibition of PLE Activity Reduces Lung Inflammation and Tissue Damage in PRRSV-Infected Pigs

Building upon these findings, we further investigated PLE’s regulatory role in PRRSV-induced inflammation at the organismal aspect. Following experimental PRRSV infection, all eight piglets developed characteristic clinical symptoms including pyrexia, lethargy, and coughing. At the onset of clinical signs, four piglets received intraperitoneal administration of the PLE-specific inhibitor BNPP (25 mg/kg). Twenty-four hours post-treatment, all animals were euthanized for sample collection. Firstly, the PLE enzyme activity of the isolated PAMs was rapidly measured, and accomparative assessment of PLE enzymatic activity in PAM lysates indicated that BNPP treatment substantially reduced p-NPA hydrolysis, providing direct evidence of pharmacological inhibition of PLE activity in vivo (Figure 4A).

Subsequently, we evaluated the protective effects of PLE inhibition against PRRSV-induced pulmonary pathology. Histopathological analysis revealed severe interstitial pneumonia in infected piglets, characterized by alveolar septal thickening, epithelial hyperplasia, and marked alveolar collapse, along with bronchial epithelial desquamation and inflammatory cell exudation. Importantly, BNPP-mediated PLE inhibition significantly attenuated these pathological manifestations (Figure 4B). Analysis of pro-inflammatory factors in both PAMs and serum revealed that PRRSV infection markedly upregulated key inflammatory cytokines, including IL-1β, IL-8, and IL-17, while BNPP inhibition of PLE activity significantly downregulated the expression of these pro-inflammatory factors (Figure 4C,D).

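RNA sequencing of PAMs from the same animal experiment, in 3 control (Ctrl) piglets, 4 PRRSV-infected piglets and 4 infected piglets treated with the PLE inhibitor BNPP (BNPP group), also gave the expression of these cytokines. The unit is FPKM (reads scaled to the length of the gene and the size of the library), as calculated by the authors, and the log2 fold changes were fitted with limma on log2(FPKM + 0.1) over 12788 genes. IL1B (ENSSSCG00000039214, chromosome 3 of Sscrofa11.1, 43670109 to 43677122), which encodes IL-1β, had 2.85 ± 1.04 FPKM (SD, n = 3) in the Ctrl group, 4.38 ± 3.07 FPKM (SD, n = 4) in the PRRSV group and 4.69 ± 5.52 FPKM (SD, n = 4) in the BNPP group. Its log2 fold change was 0.36 (standard error 0.74, limma's adjusted p = 0.9998) for PRRSV/Ctrl and -0.18 (standard error 0.68, limma's adjusted p = 0.9995) for BNPP/PRRSV. CXCL8 (ENSSSCG00000008953, chromosome 8, 69932643 to 69935861), which encodes IL-8, had 6.04 ± 4.02 FPKM (SD, n = 3) in the Ctrl group, 8.56 ± 9.28 FPKM (SD, n = 4) in the PRRSV group and 19.1 ± 21.1 FPKM (SD, n = 4) in the BNPP group. The log2 fold changes of CXCL8 were 0.18 (standard error 0.90) for PRRSV/Ctrl and 0.94 (standard error 0.83) for BNPP/PRRSV. Neither difference was larger than the spread between piglets (exact permutation tests, two-sided p = 0.857 and 0.400). For TNF (ENSSSCG00000060860, chromosome 7, 23699628 to 23702416), which encodes TNF-α, the FPKM was 9.28 ± 2.72 (SD, n = 3) in the Ctrl group, 11.8 ± 4.02 (SD, n = 4) in the PRRSV group and 11.4 ± 2.70 (SD, n = 4) in the BNPP group, with log2 fold changes of 0.33 for PRRSV/Ctrl and -0.028 for BNPP/PRRSV. None of these 3 genes passed the threshold of an adjusted p under 0.05 in limma, and none of the 19 genes fixed for naming beforehand did when adjusted over the list alone (smallest adjusted p 0.989 for PRRSV/Ctrl and 0.603 for BNPP/PRRSV), with 0 of them under an unadjusted p of 0.05 in either comparison. IL6 (ENSSSCG00000020970) had 4 reads over all 11 libraries, all of them in 3 PRRSV piglets. IL17A (ENSSSCG00000001748) had no read in any Ctrl or PRRSV piglet and 7 reads, or 0.433 FPKM, in BNPP piglet 1. A count of 0 on either gene allows up to 3 reads, which is between 0.120 and 0.186 FPKM depending on the library, so changes of IL6 or IL17A below this level were not detectable. GAPDH (ENSSSCG00000000694), the most abundant of the genes named here, differed by a log2 fold change of 0.060 for PRRSV/Ctrl and 0.0093 for BNPP/PRRSV. Over the other ways of processing, the BNPP/PRRSV log2 fold change ranged from -0.94 to 0.19 for IL1B and from -0.55 to 1.57 for CXCL8.

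**Figure D1:**
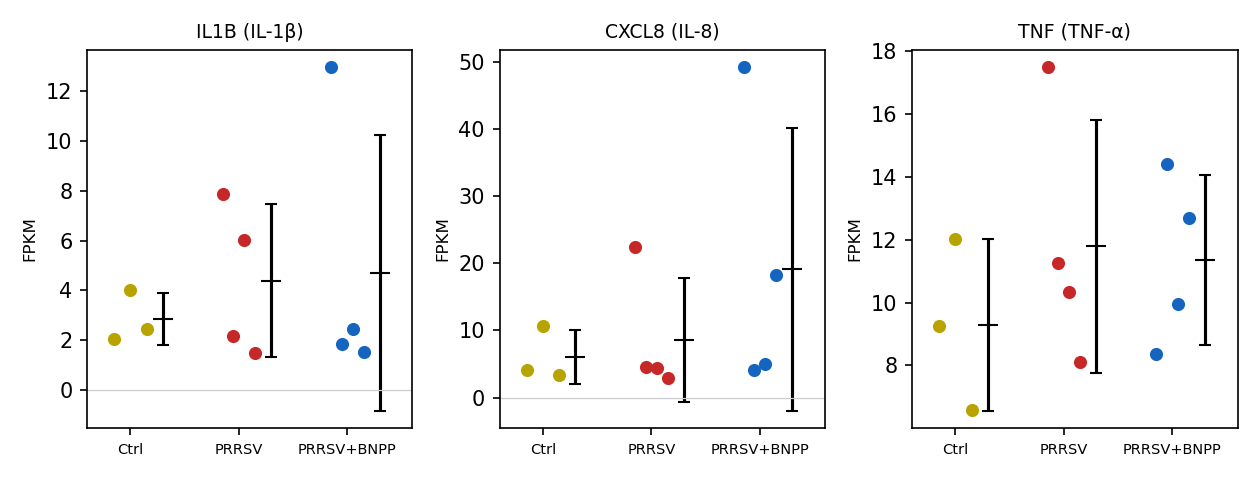
FPKM of IL1B, CXCL8 and TNF in each PAM library of the Ctrl (n = 3), PRRSV (n = 4) and PRRSV+BNPP (n = 4) groups. Points are piglets and the bars beside them are the mean with the SD. The 3 groups overlap for each gene.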

Furthermore, metabolic profiling of 2-AG in serum demonstrated that BNPP treatment substantially reduced concentration of arachidonic acid (AA), the primary 2-AG metabolite, along with its downstream eicosanoids PGE2 and PGD2, compared to HP-PRRSV-infected controls (Figure 4E). These comprehensive findings demonstrate that inhibiting PLE activity in vivo weakens the degradation of 2-AG by PLE and significantly reduces the inflammatory level in piglets.

**Figure 4:**
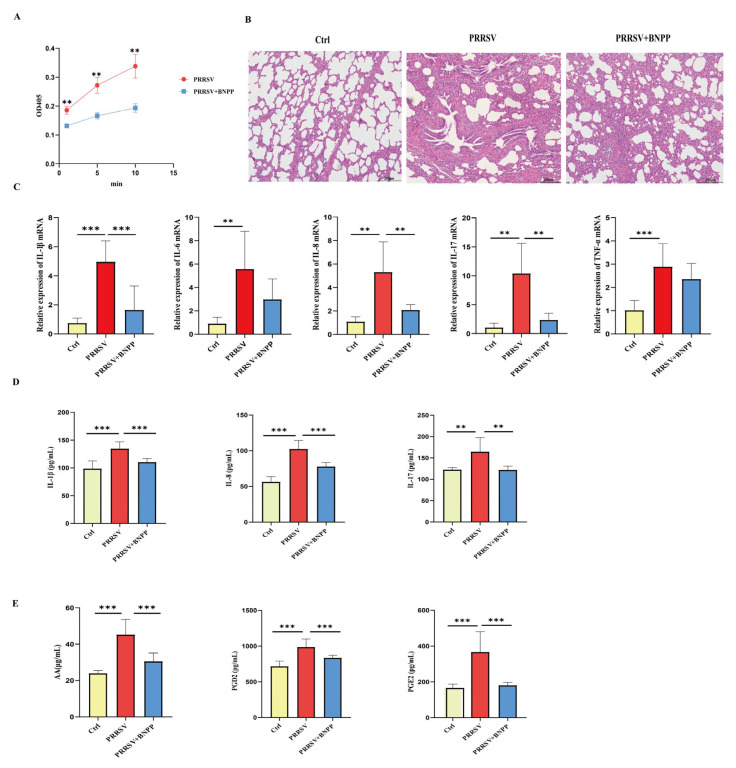
PLE inhibition reduced the degradation of 2-AG and weakened pulmonary inflammation in PRRSV infected pigs. (**A**) PLE enzymatic activity in PAM lysates was determined using p-NPA hydrolysis assay. (**B**) Pulmonary histopathology was assessed by H&E staining. (**C**) Expression of pro-inflammatory cytokines (IL-1β, IL-6, IL-8, IL-17, TNF-α) in PAMs were analyzed by RT-qPCR. (**D**) Serum concentration of IL-1β, IL-8, and IL-17 were quantified by ELISA. (**E**) Serum concentration of AA, PGD2, and PGE2 were analyzed by ELISA. Data are presented as the means ± SEM. **, *p* < 0.01; ***, *p* < 0.001 (Student’s *t* test).

### 3.5. The PI3K-Akt-NF-κB Pathway Is Important for Reducing Inflammation After PRRSV Infection Through PLE Inhibition

To elucidate the molecular mechanisms underlying PLE-mediated regulation of inflammatory responses in PRRSV-infected piglets, we performed transcriptomic sequencing of PAMs from the piglets. 

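PAMs were sequenced from 3 Ctrl piglets, 4 PRRSV piglets and 4 piglets of the BNPP group, which were infected like the PRRSV group and received 25 mg/kg BNPP after clinical symptoms appeared, 24 h before the samples were collected. The piglets were 1 month old. The values used here are the FPKM that the authors calculated for 36227 genes. Multiplying them by the gene length gave whole numbers of reads in each library, 100% of the values lying within 0.05 of a whole number, so the number of reads on each gene could be recovered. Between 16782643 and 22661998 reads per library lay on genes, with a median of 18544457 in the Ctrl group, 18720262.5 in the PRRSV group and 17824823 in the BNPP group. The library size by which the FPKM had been divided was 0.752 to 1.15 times the reads on genes, and it followed the median ratio of each library's reads to the geometric mean over all libraries (coefficient of variation 1.78%, against 17.6% for the total reads). The FPKM therefore already contain a scaling between libraries, which the paper's text does not name. In 8 libraries this factor was above 1, and reads on mitochondrial genes made up 2.19% to 5.52% of the total. In PRRSV piglet 2, BNPP piglet 1 and BNPP piglet 4 the factor was 0.831, 0.752 and 0.848, with 18.4%, 16.6% and 6.19% of the reads on mitochondrial genes. These 3 libraries also lay apart from the other 8 on the first principal component, which held 28.1% of the variance. They occur in both infected groups and not in the Ctrl group. Genes with at least 0.5 FPKM in at least 3 libraries were tested with limma, in a single fit of the 3 groups on log2(FPKM + 0.1). Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5 were called differentially expressed. A gene with no reads in a library is below 3 reads, which for a length of 1 kb is 0.142 to 0.219 FPKM. Such limits cover counting error only.

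**Figure D2:**
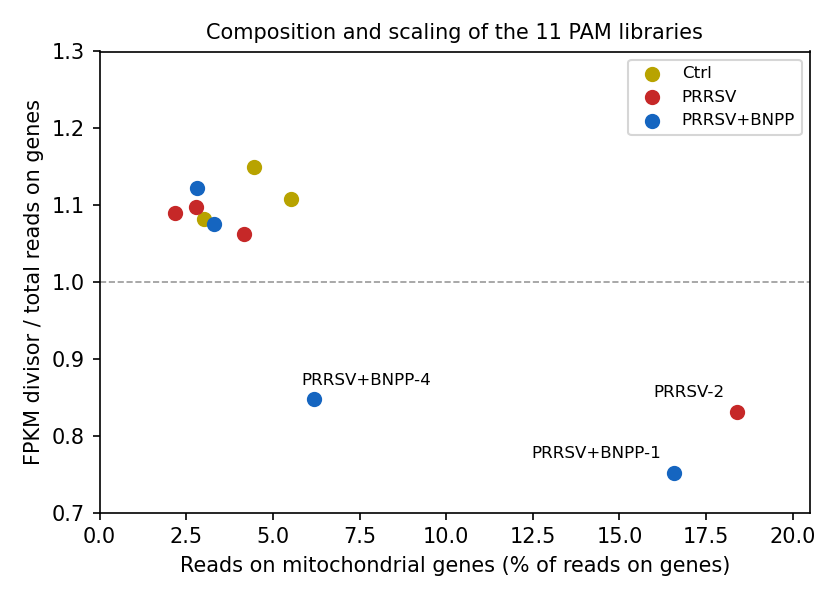
Share of reads on mitochondrial genes (percent, x axis) and ratio of the library size behind the FPKM to the total reads on genes (y axis) for the 11 PAM libraries, colored by group. The dashed line marks a ratio of 1, and the 3 named libraries lie below it.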

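With this threshold, limma called 0 of the 12788 genes tested for PRRSV/Ctrl, where 236 genes had an unadjusted p under 0.05 (142 higher and 94 lower in the PRRSV group) and the smallest adjusted p was 0.9998. For BNPP/PRRSV the count was also 0, with 266 genes under an unadjusted p of 0.05 (172 higher and 94 lower in the BNPP group) and a smallest adjusted p of 0.9995. A comparison of the BNPP and Ctrl groups gave 0 genes, 624 under an unadjusted p of 0.05 and a smallest adjusted p of 0.475. Chance alone would place 639.4 genes under an unadjusted p of 0.05. Limma's voom on the recovered reads likewise called 0 genes in each comparison, with 244, 238 and 601 genes under an unadjusted p of 0.05 for PRRSV/Ctrl, BNPP/PRRSV and BNPP/Ctrl. Without a filter on low values, 2 U6 RNA genes (ENSSSCG00000054483 and ENSSSCG00000056428), named after their values were seen, were called as lower in the PRRSV group and in the BNPP group than in the Ctrl group. Both genes were listed at 0 in every library of the infected groups. Without Ctrl piglet 3, limma called SCGB1A1 (ENSSSCG00000013060, adjusted p = 0.0296) and PYROXD2 (ENSSSCG00000010533, adjusted p = 0.0307) as higher in the PRRSV group, with log2 fold changes of 6.39 and 2.85, and 1 gene without a name for BNPP/PRRSV (log2 fold change 3.86, adjusted p = 0.0299). Ctrl piglet 3 had the highest mean level of epithelial marker genes among the Ctrl piglets (2.17 against -0.229 and 0.453). For the PRRSV/Ctrl calls without it, RNA of epithelial cells in the lavage was therefore not separated from a change in macrophages. Without BNPP piglet 2, limma called P4HA2 (ENSSSCG00000020915) as higher in the BNPP group than in the Ctrl group (log2 fold change 1.69, adjusted p = 0.0126). Over all alternatives, the adjusted p of SCGB1A1 lay between 0.0296 and 1. These genes were also named after their values were seen.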

Differential gene expression analysis was conducted using a threshold of padj < 0.05 and |Fold Change| > 1.5, followed by GO and KEGG enrichment analyses of identified differentially expressed genes. The data demonstrated that in the GO enrichment of the PRRSV/Ctrl group, the main enriched terms were granulocyte migration, monocyte migration, defense response to bacterium, chemokine activity, serine hydrolase activity, calcium channel activity, etc. 

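Gene lists written by hand from the names of the GO and KEGG terms were used in place of the memberships of these terms, and all members of a list were tested at once with limma's camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 25 lists. The lists follow terms that the paper found enriched in the same libraries. A small adjusted p is therefore no independent evidence for those terms. For PRRSV/Ctrl, 8 of the 25 lists had an adjusted p under 0.05. With the correlation estimated from the data, camera called 0 lists in each of the 3 comparisons, with 1 list under an unadjusted p of 0.05 for PRRSV/Ctrl, 3 for BNPP/PRRSV and 3 for BNPP/Ctrl. Limma's fry also called 0 lists, with 0, 0 and 4 lists under an unadjusted p of 0.05. None of the camera calls given here therefore holds under either of these tests. The ranges of adjusted p given for lists leave these 2 tests out and cover the 27 alternatives with the preset correlation. Without PRRSV piglet 2, or without Ctrl piglet 1, the preset test called 2 lists in place of 8, and without PRRSV piglet 4 it called 11. The 19 tested genes for chemotactic receptors and alarmins of granulocytes had a mean log2 fold change of 0.041 and a median of -0.011, 9 of them being higher in the PRRSV group (camera adjusted p = 0.615). No list was written for calcium channel activity.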

(Figure 5A), among which the upregulated main terms were granulocyte chemotaxis, chemokine activity, serine hydrolase activity, etc. 

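The 28 chemokine ligands tested had a mean log2 fold change of 0.67 for PRRSV/Ctrl, with 26 of the 28 higher in the PRRSV group (camera adjusted p = 0.000205). The mean level of this list, as mean log2(FPKM + 0.1), was 1.88 ± 0.70 (SD, n = 3) in the Ctrl group and 2.55 ± 0.45 (SD, n = 4) in the PRRSV group, a difference within the spread between piglets (exact permutation test, two-sided p = 0.171). With 3 piglets against 4, the smallest p of this test is 0.0571. Without Ctrl piglet 3 the adjusted p of the list was 0.0692 and its mean log2 fold change 0.41, and over the alternatives with the preset correlation the adjusted p lay between 3.69e-08 and 0.0692. The 39 serine-type peptidases, which stand for serine hydrolase activity, had a mean log2 fold change of 0.50, with 31 higher in the PRRSV group (camera adjusted p = 0.000205). Their call was lost without PRRSV piglet 2 (adjusted p = 0.0627), without a filter on low values (0.0639) and with the scaling factor as a covariate (0.109), an alternative chosen after seeing the data, within a range of 3.25e-05 to 0.109. When adjusted over the list alone, 0 chemokine genes and 0 serine peptidase genes passed in limma, where 2 and 4 genes had an unadjusted p under 0.05.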

(Figure 5C). The main terms downregulated were cell response to copper ions, opsin binding, etc. 

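The 16 tested genes for copper and other metal ions, which include metallothioneins and copper transporters, had a mean log2 fold change of -0.31 for PRRSV/Ctrl and a median of -0.11. Of these, 10 were lower in the PRRSV group and 6 were higher (camera adjusted p = 0.192, limma's preset correlation). Their mean level was 5.30 ± 0.63 (SD, n = 3) in the Ctrl group and 4.99 ± 0.55 (SD, n = 4) in the PRRSV group, which did not differ by more than the spread (exact permutation test, two-sided p = 0.457). With single piglets left out, the adjusted p was 0.0507 or larger. Opsin binding was not covered by any list.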

(Figure 5D). 

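The 53 interferon-stimulated genes tested had a mean log2 fold change of 0.52 for BNPP/PRRSV, with 49 higher in the BNPP group (camera adjusted p = 2.87e-26). Their mean level was 4.31 ± 0.12 (SD, n = 4) in the PRRSV group and 4.83 ± 0.40 (SD, n = 4) in the BNPP group. BNPP piglets 1, 2 and 3 were above every PRRSV piglet and BNPP piglet 4, at 4.33, was not, so that the exact permutation test of the level gave a two-sided p of 0.114 (the smallest possible here is 0.0286). In limma 22 of the 53 genes had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone (smallest adjusted p 0.0931). This camera call remained past the threshold in each of the 27 alternatives with the preset correlation, with a mean log2 fold change between 0.37 and 0.72 and an adjusted p between 2.09e-51 and 3.58e-11. Among the libraries with a scaling factor above 1, the 2 of the BNPP group lay at 4.72 and 5.27 and the 3 of the PRRSV group between 4.13 and 4.35. The 34 genes of the response to interferon-gamma had a mean log2 fold change of 0.088 (camera adjusted p = 0.259) for the same comparison. Without the 3 libraries with a factor under 1, an alternative chosen after seeing the data, this value was -0.44 (adjusted p = 0.0198), in the opposite direction. It passed the threshold as higher in the BNPP group without PRRSV piglet 3 (mean 0.28, adjusted p = 0.000524) and without BNPP piglet 2 (mean 0.26, adjusted p = 0.0211), and over the alternatives with the preset correlation the adjusted p lay between 0.000524 and 0.806. Genes of antigen processing and presentation, 45 in number, had a mean log2 fold change of 0.26 with 33 higher in the BNPP group (camera adjusted p = 4.27e-05). This call was lost with sample weights (arrayWeights, adjusted p = 0.191), without the same 3 libraries (0.311) and by voom with sample weights (0.111), within a range of 2.71e-07 to 0.311.

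**Figure D3:**
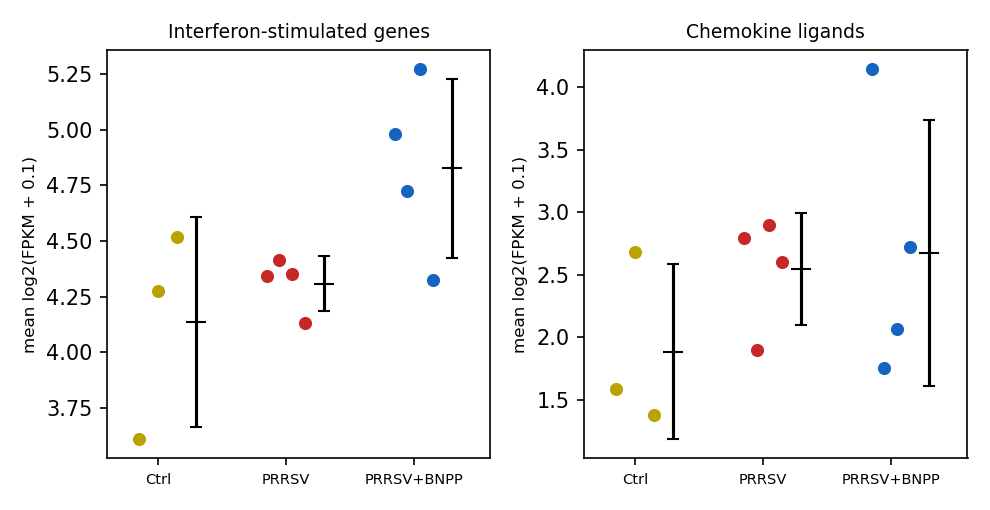
Mean log2(FPKM + 0.1) of the 53 interferon-stimulated genes and of the 28 chemokine ligands in each PAM library of the Ctrl (n = 3), PRRSV (n = 4) and PRRSV+BNPP (n = 4) groups. Points are piglets and bars the mean with the SD. For the interferon-stimulated genes, 3 of the 4 piglets of the BNPP group lie above every PRRSV piglet.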

In the GO enrichment results of the BNPP/PRRSV group, the main enriched terms were defense response to virus, negative regulation of virus progression, response to interferon-gamma, cytokine activity, G protein coupled receptor binding, antigen binding, etc. 

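Among the interferon-stimulated genes, 4 were named after their values were seen. IFIT1 (ENSSSCG00000010452, chromosome 14, 101237571 to 101249498) had 13.7 ± 1.82 FPKM (SD, n = 4) in the PRRSV group and 32.1 ± 11.0 FPKM (SD, n = 4) in the BNPP group, a log2 fold change of 1.15 (standard error 0.28, limma's adjusted p = 0.9995). All 4 BNPP piglets were above all 4 PRRSV piglets for IFIT1 (exact permutation test, two-sided p = 0.0286). The margin was narrow, with BNPP piglet 4 at a log2 level of 4.08 and PRRSV piglet 1 at 4.04. MX1 (ENSSSCG00000012077) had 74.5 ± 21.1 FPKM in the PRRSV group and 184 ± 93.3 FPKM in the BNPP group, and ISG15 (ENSSSCG00000040575) had 116 ± 10.4 and 279 ± 158 FPKM (SD, n = 4 in each group). The log2 fold change of IFIT3 (ENSSSCG00000061268) was 0.79. No single gene of the 4 passed the adjusted threshold in limma. The chemokine ligands, at a mean log2 fold change of 0.12 for BNPP/PRRSV with 16 of 28 higher, gave a camera adjusted p of 0.525. Their direction depended on few libraries. The mean log2 fold change was -0.37 without BNPP piglet 1 (adjusted p = 0.0582), -0.092 without PRRSV piglet 2 and -0.63 with arrayWeights, and it was -0.86 without the 3 libraries with a scaling factor under 1 and -0.81 by voom with sample weights, both chosen after seeing the data. Without BNPP piglet 2 it was 0.43, with an adjusted p of 0.0228, and over the alternatives with the preset correlation the adjusted p lay between 1.62e-05 and 0.882. For the 30 other cytokine ligands the mean was 0.050 and the camera test, which pointed downward, gave an adjusted p of 0.960.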

(Figure 5B), among which the upregulated main terms were response to virus, cytokine activity, chemokine activity, etc. (Figure 5E). 

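Carboxypeptidases, with 17 genes tested, had a mean log2 fold change of -0.21 for BNPP/PRRSV and a median of -0.048, 10 of them being lower in the BNPP group (camera adjusted p = 0.525). The 16 genes of glycogen biosynthesis had a mean log2 fold change of -0.30, with 12 lower in the BNPP group, and a camera adjusted p of 0.0774. All 4 BNPP piglets, at 2.23 ± 0.21 (SD, n = 4), were below all 4 PRRSV piglets, at 2.53 ± 0.097 (SD, n = 4), in the mean level of the glycogen list (exact permutation test, two-sided p = 0.0286, adjusted p = 0.714 over the 25 lists). This separation was narrow, with BNPP piglet 3 at 2.41 and PRRSV piglet 2 at 2.43. The glycogen call passed the threshold without BNPP piglet 2 (adjusted p = 0.0211) and without BNPP piglet 3 (0.0488), within a range of 0.0211 to 0.773.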

The main terms downregulated are carboxypeptidase activity, glycogen biosynthesis process, etc. (Figure 5F).

In the KEGG enrichment results, the PRRSV/Ctrl group mainly enriched terms such as antigen processing and presentation, cell adhesion molecules, apoptosis, arachidonic acid metabolism, ether ester metabolism, etc. 

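For PRRSV/Ctrl, the 45 genes of antigen processing and presentation had a mean log2 fold change of 0.13, with 27 higher in the PRRSV group (camera adjusted p = 0.339). Their mean level was 5.38 ± 0.046 (SD, n = 3) in the Ctrl group and 5.51 ± 0.13 (SD, n = 4) in the PRRSV group (exact permutation test, two-sided p = 0.229). The 63 apoptosis genes had a mean log2 fold change of 0.11 and a median of 0.010, 34 being higher and 29 lower (camera adjusted p = 0.421). In limma, 0 genes of either list passed when adjusted over the list alone, where 0 antigen genes and 3 apoptosis genes had an unadjusted p under 0.05. These results did not change their side of the threshold in any alternative run with the preset correlation. The MHC class II genes, which bear on cell adhesion molecules as the tight junction list does, had a mean log2 fold change of -0.078 (camera adjusted p = 0.730). With the scaling factor under 1 as a covariate, chosen after seeing the data, their mean was -0.33 and the adjusted p 0.0333, the smallest of a range up to 0.992.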

(Figure 6A), among which the upregulated terms were mainly ether ester metabolism, chemokine signaling pathway, arachidonic acid metabolism, etc. 

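Genes of ether lipid metabolism, 30 in number, had a mean log2 fold change of 0.30 for PRRSV/Ctrl, with 23 higher in the PRRSV group (camera adjusted p = 0.0257). All 4 PRRSV piglets, at a mean level of 2.38 ± 0.10 (SD, n = 4), were above all 3 Ctrl piglets, at 2.08 ± 0.21 (SD, n = 3), with an exact permutation two-sided p of 0.0571, and adjusted over the 25 lists 0.408. The call was lost in 9 of 27 alternatives, among them those without Ctrl piglet 1 (adjusted p = 0.169) and without PRRSV piglet 2 (0.154), and its adjusted p lay between 0.0174 and 0.260. The 28 genes of arachidonic acid metabolism had a mean log2 fold change of 0.31, with 21 higher in the PRRSV group (camera adjusted p = 0.00722), a call that was lost in 7 of 27 alternatives.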

(Figure 6C), and the downregulated terms enriched were mainly aldosterone secretion synthesis, cortisol secretion synthesis, NOD-like receptor signaling pathway, etc. 

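The 41 genes of aldosterone and cortisol synthesis had a mean log2 fold change of -0.11 for PRRSV/Ctrl, with 22 lower and 19 higher in the PRRSV group (camera adjusted p = 0.339). Their mean level was 3.04 ± 0.055 (SD, n = 3) in the Ctrl group and 2.92 ± 0.044 (SD, n = 4) in the PRRSV group, every PRRSV piglet being below every Ctrl piglet (exact permutation test, two-sided p = 0.0571, adjusted over the lists 0.408). The nearest piglets were PRRSV piglet 3 at 2.98 and Ctrl piglet 1 at 3.00. The 44 genes of NOD-like receptor signaling had a mean log2 fold change of 0.13, with 26 higher in the PRRSV group (camera adjusted p = 0.421), and this mean stayed between 0.052 and 0.22 in the alternatives.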

(Figure 6D). 

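For BNPP/PRRSV, 5 of the 25 lists passed an adjusted p of 0.05 in camera with the preset correlation. The number was 15 without BNPP piglet 2, 9 without BNPP piglet 3 and 3 without BNPP piglet 1. Of the lists that bear on cell adhesion, the 14 tight junction genes had a mean log2 fold change of -0.28, with 10 lower in the BNPP group (camera adjusted p = 0.216). It passed the threshold only with the scaling factor under 1 as a covariate, chosen after seeing the data (mean -0.47, adjusted p = 0.0442, range 0.0442 to 0.969).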

The BNPP/PRRSV group mainly enriched terms such as protein digestion and absorption, cell adhesion molecules, RIG-I like receptor signaling pathway, PI3K Akt signaling pathway, etc. 

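The 46 genes of RIG-I-like receptor signaling had a mean log2 fold change of 0.12 for BNPP/PRRSV and a median of 0.0084, with 25 higher and 21 lower in the BNPP group (camera adjusted p = 0.176). Their mean level was 3.35 ± 0.078 (SD, n = 4) in the PRRSV group and 3.47 ± 0.073 (SD, n = 4) in the BNPP group (exact permutation test, two-sided p = 0.0857). Without BNPP piglet 4 the list passed the threshold (adjusted p = 0.0222, the smallest of a range up to 0.791). The 8 MHC class II genes, which belong to the cell adhesion molecules of KEGG, were all higher in the BNPP group, with a mean log2 fold change of 0.53 (camera adjusted p = 0.000945). This call was lost in 6 of 27 alternatives, among them those without BNPP piglet 1 (adjusted p = 0.110), without BNPP piglet 4 (0.0736) and with arrayWeights (0.318), within a range of 1.64e-05 to 0.645, and the mean level of these genes did not differ by more than the spread between piglets (exact permutation test, two-sided p = 0.257).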

(Figure 6B), among which the upregulated terms were mainly cytokine receptor interactions, virus protein interactions with cytokine, RIG-I like receptor signaling pathway, cell adhesion molecules, etc. (Figure 6E), and the downregulated terms enriched were mainly PI3K Akt signaling pathway, protein digestion and absorption, ECM receptor interactions, focal adhesion, etc. 

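The genes of the PI3K-Akt pathway were tested as an intracellular core and as growth factors with their receptors. The core, with 89 genes tested, had a mean log2 fold change of -0.062 for BNPP/PRRSV, with 60 lower and 29 higher in the BNPP group (camera adjusted p = 0.136). The core passed the threshold as lower without PRRSV piglet 2 (mean -0.15, adjusted p = 0.00604), BNPP piglet 2 (-0.12, 0.0186) or BNPP piglet 3 (-0.13, 0.00544). Its adjusted p ranged from 0.00544 to 0.812 and its mean from -0.15 to 0.038. The 32 growth factors and receptors had a mean log2 fold change of 0.23, with 22 higher in the BNPP group (camera adjusted p = 0.00216), a call that was lost in 7 of 27 alternatives, among them those without BNPP piglet 1 (adjusted p = 0.195) and without BNPP piglet 4 (0.0715), within a range of 1.94e-05 to 0.997. Collagens, which belong to ECM receptor interaction and protein digestion in KEGG, had 12 genes above the filter, 9 of them lower in the BNPP group, with a mean log2 fold change of -0.67 (camera adjusted p = 0.0119). The collagen call was lost in 6 of 27 alternatives, among them those without PRRSV piglet 2 (mean log2 fold change -0.34, adjusted p = 0.793) and without BNPP piglet 3 (adjusted p = 0.107), within a range of 0.000398 to 0.793. Collagen transcripts were rare in PAMs, as for COL1A1 (ENSSSCG00000036135), named after its values were seen, with 0.333 ± 0.365 FPKM (SD, n = 4) in the PRRSV group and 0.0309 ± 0.0414 FPKM (SD, n = 4) in the BNPP group. The 30 other genes of ECM receptor interaction had a mean log2 fold change of 0.20, with 21 higher in the BNPP group (camera adjusted p = 0.0736). This list passed the threshold, as higher in the BNPP group, without PRRSV piglet 2 (adjusted p = 0.0133), BNPP piglet 2 (0.00229) or BNPP piglet 3 (0.00709), within a range of 0.00229 to 0.952. In limma, 0 genes of these 4 lists passed when adjusted over the list alone, where 0 core genes, 1 growth factor or receptor gene, 0 collagens and 0 other ECM receptor genes had an unadjusted p under 0.05.

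**Figure D4:**
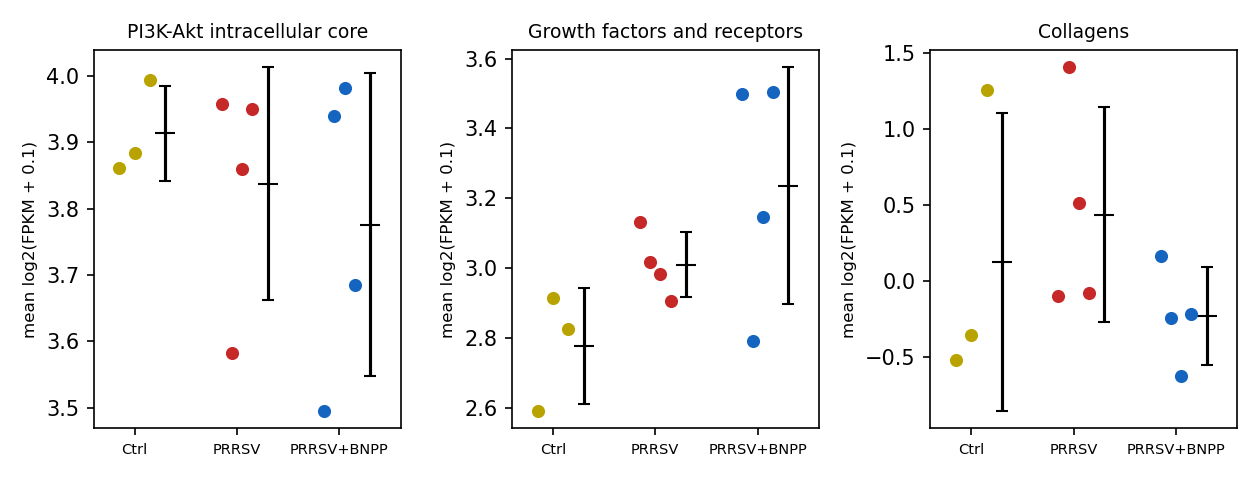
Mean log2(FPKM + 0.1) of the PI3K-Akt core genes, of the growth factors and receptors and of the collagens in each PAM library of the Ctrl (n = 3), PRRSV (n = 4) and PRRSV+BNPP (n = 4) groups. Points are piglets and bars the mean with the SD. The BNPP and PRRSV groups overlap in the PI3K-Akt core.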

(Figure 6F).

Integrating literature evidence with transcriptomic findings, we identified the PI3K-Akt-NF-κB signaling pathway as a crucial pathway in PLE-mediated modulation of PRRSV-induced inflammation. 

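In the sequenced PAMs, AKT1 (ENSSSCG00000039139, on the unplaced scaffold AEMK02000452.1) had 188 ± 3.57 FPKM (SD, n = 3) in the Ctrl group, 185 ± 23.9 FPKM (SD, n = 4) in the PRRSV group and 184 ± 11.9 FPKM (SD, n = 4) in the BNPP group. Its log2 fold change was -0.029 for PRRSV/Ctrl and -0.0021 for BNPP/PRRSV, with a standard error of 0.16 and 0.15. NFKB1 (ENSSSCG00000030957, chromosome 8, 118390638 to 118506691) had 25.2 ± 3.36 FPKM (SD, n = 3), 22.6 ± 1.51 FPKM (SD, n = 4) and 24.2 ± 4.33 FPKM (SD, n = 4) in the Ctrl, PRRSV and BNPP groups. RELA (ENSSSCG00000012981, chromosome 2, 6593969 to 6603469), which encodes p65, had 29.0 ± 2.34 FPKM (SD, n = 3), 29.3 ± 4.24 FPKM (SD, n = 4) and 27.1 ± 2.59 FPKM (SD, n = 4). The limma log2 fold change for BNPP/PRRSV was 0.079 for NFKB1 and -0.10 for RELA, neither of which passed the threshold. The 39 tested target genes of NF-κB had a mean log2 fold change of 0.21 for PRRSV/Ctrl (camera adjusted p = 0.0824) and of 0.18 for BNPP/PRRSV (camera adjusted p = 0.259). For PRRSV/Ctrl, the targets passed the threshold as higher in the PRRSV group in 6 of 27 alternatives, which were those without Ctrl piglet 2 (adjusted p = 0.00360), PRRSV piglet 4 (0.0195) or BNPP piglet 1 (0.0293), with only the 2 groups compared (0.0231), with the replicate block (0.0345) and, chosen after seeing the data, without the 3 libraries with a scaling factor under 1 (0.0268), within a range of 0.00360 to 0.658. For BNPP/PRRSV, they passed as higher in the BNPP group without PRRSV piglet 1 (adjusted p = 0.0253) or BNPP piglet 2 (0.0145), within a range of 0.00623 to 0.882. Without the same 3 libraries, the BNPP/PRRSV mean of the targets was -0.31 (adjusted p = 0.00623), in the opposite direction, an alternative chosen after seeing the data. Transcript levels do not measure the phosphorylation of Akt or p65. From its transcriptome results together with evidence from the literature, the paper reasons that the effect of PLE on inflammation during PRRSV infection runs through PI3K, Akt and NF-κB, and it then examines these in infected PAMs (Figure 7).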

Subsequent validation in PAMs demonstrated that PRRSV infection markedly upregulated PI3K and Akt mRNA expression, while PLE inhibition significantly attenuated this upregulation and concurrently suppressed NF-κB expression (Figure 7A). The protein level results were basically consistent with the mRNA level. In particular, it was found that inhibiting PLE activity could suppress the phosphorylation degree of Akt and p65 (Figure 7C).

In previous studies, it was found that 2-AG can inhibit the expression of pro-inflammatory cytokines caused by PRRSV infection in PAMs, while PLE can efficiently hydrolyze 2-AG. Therefore, the question of whether the effect of inhibiting PLE activity on the aforementioned pathway is related to 2-AG has been explored. The results showed that 2-AG can significantly downregulate the expression of PI3K and Akt mRNA levels after infection, and also inhibit the expression of NF-κB (Figure 7B). The western blot analysis results were consistent with the mRNA level, and the phosphorylation of Akt and p65 was also inhibited (Figure 7D). Furthermore, the p65 expression and nuclear translocation in PRRSV-infected PAMs following BNPP or 2-AG treatment were assessed by immunofluorescence. PRRSV infection markedly increased both p65 expression and nuclear accumulation, whereas BNPP and 2-AG attenuated this effect (Figure 7E). These observations paralleled the effects of PLE inhibition indicating that indicating that BNPP inhibits the activation of this pathway by suppressing the degradation of 2-AG by PLE.

**Figure 5:**
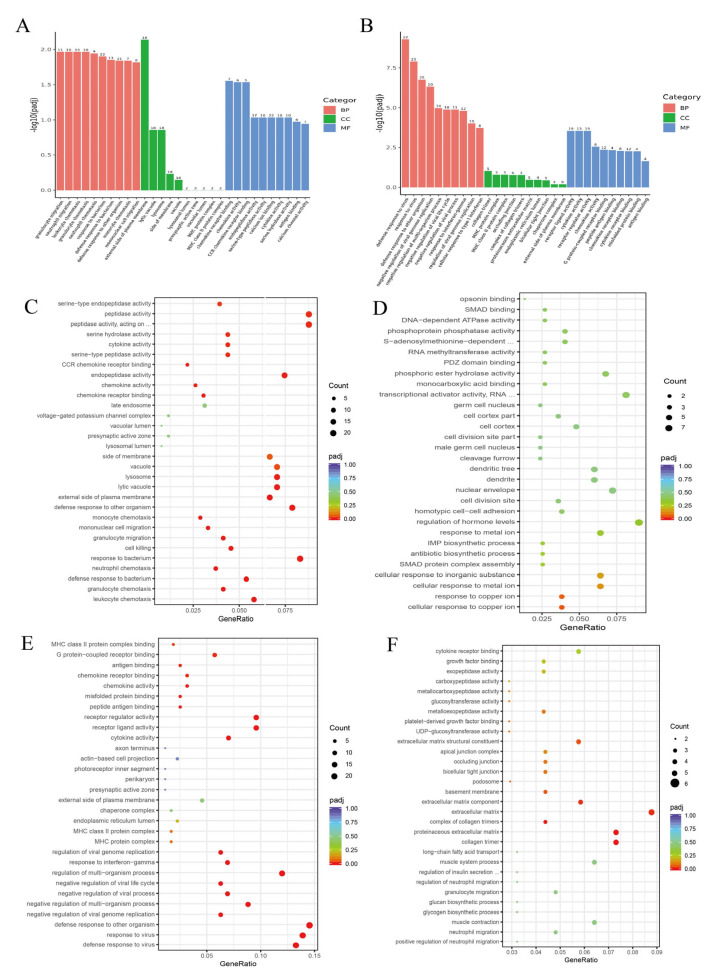
RNA-seq Gene Ontology (GO) Enrichment. (**A**) PRRSV/Ctrl group GO all Term. (**B**) BNPP/PRRSV group GO all Term. (**C**) PRRSV/Ctrl group GO up Term. (**D**) PRRSV/Ctrl group GO down Term. (**E**) BNPP/PRRSV group GO up Term. (**F**) BNPP/PRRSV group GO down Term. ... in (**C**): L-amino acid peptides; top ... in (**D**) methyltransferase activity; bottom ... in (**D**): polymerase II transcription regulatory region sequence-specific DNA binding; ... in (**F**): involved in cellular response to glucose stimulus.

**Figure 6:**
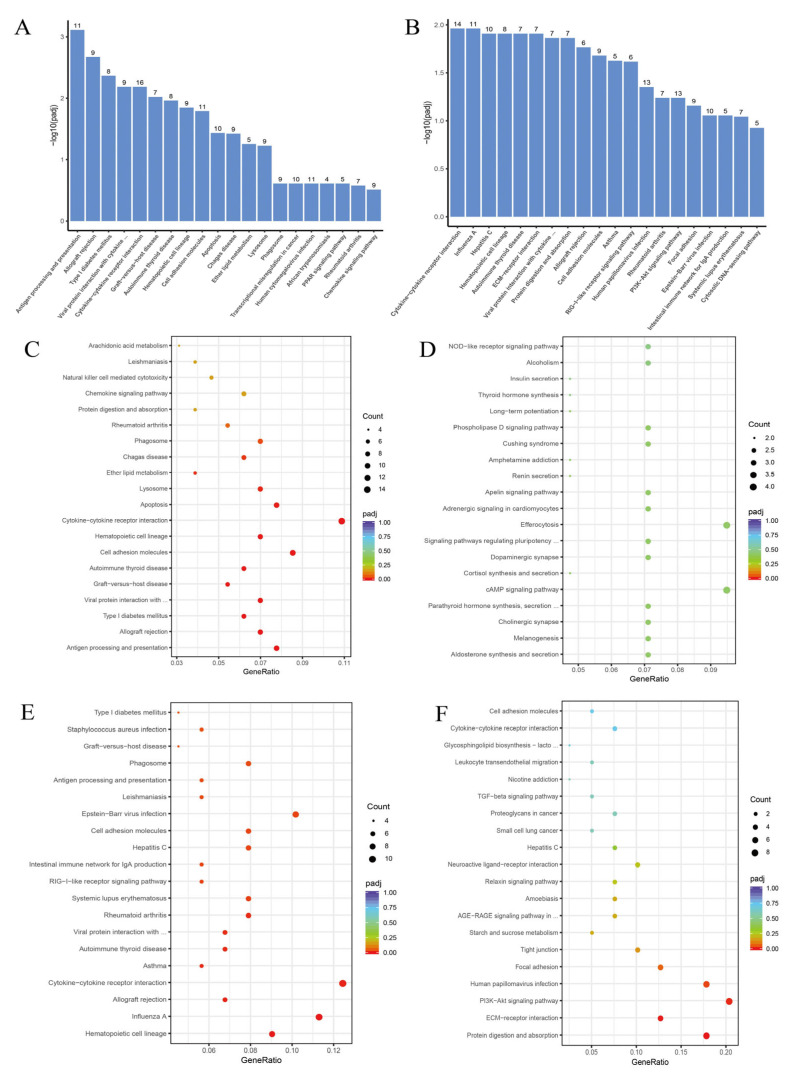
RNA-seq Kyoto Encyclopedia of Genes and Genomes (KEGG) Enrichment. (**A**) PRRSV/Ctrl group KEGG all Term. (**B**) BNPP/PRRSV group KEGG all Term. (**C**) PRRSV/Ctrl group KEGG up Term. (**D**) PRRSV/Ctrl group KEGG down Term. (**E**) BNPP/PRRSV group KEGG up Term. (**F**) FBNPP/PRRSV group KEGG down Term. ... in (**A**): and cytokine receptor; ... in (**B**): and cytokine receptor; ... in (**C**): cytokine and cytokine receptor; top ... in (**D**): of stem cells; bottom ... in (**D**): and action; ... in (**E**): cytokine and cytokine receptor; top ... in (**F**): and neolacto series; bottom ... in (**F**): diabetic complications.

**Figure 7:**
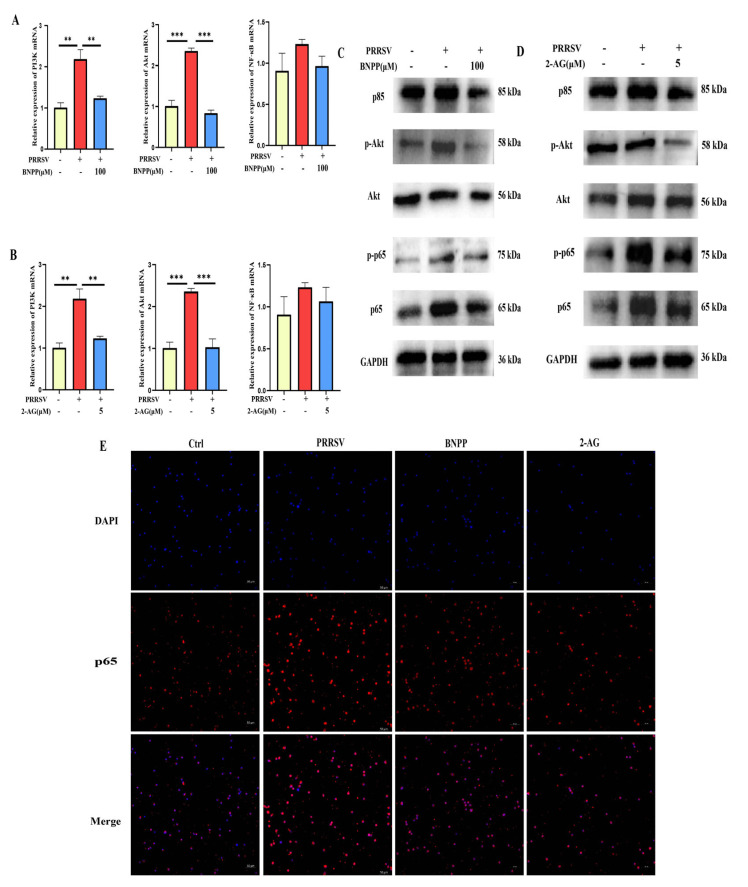
PLE activity inhibition suppressed PRRSV-induced PI3K-AKT-NF-κB pathway activation. (**A**) RT-qPCR analysis of PI3K, Akt, and NF-κB expression in PRRSV infected PAMs pre-treated with BNPP (100 μM). (**B**) RT-qPCR analysis of PI3K, Akt, and NF-κB expression in PRRSV-infected PAMs treated with 2-AG (5 μM). (**C**) Western blot analysis of PI3K, p-Akt, Akt, p-p65, and p65 expression in PRRSV infected PAMs pre-treated with BNPP (100 μM). (**D**) Western blot analysis of PI3K, p-Akt, Akt, p-p65, and p65 expression in PRRSV-infected PAMs treated with 2-AG (5 μM). (**E**) IF analysis of p65 translocation in PRRSV-infected PAMs with BNPP (100 μM)/2-AG (5 μM) treatment. The data are representative of three independent experiments (means the standard errors of the mean [SEM]). **, *p* < 0.01; ***, *p* < 0.001 (Student’s *t* test).

## 4. Discussion

Previous investigations have established that PLE exhibits its highest expression in hepatic tissue [35], while systematic analyses of its expression in other cell types remain limited. As a multi-isoenzyme family, PLE demonstrates subtype-specific hydrolytic activities. Although the main target cells of PRRSV infection are PAMs in the lung, PLE expression in PAMs has not been characterized. As the principal resident immune cells in alveolar spaces, PAMs serve as both initiators and regulators of inflammatory responses in most cases of pathogen-induced pneumonia. These macrophages play a pivotal role in maintaining pulmonary homeostasis and regulating inflammatory processes [37,38,39]. Therefore, clarifying the expression of PLE in PAMs is of great significance for understanding the regulation of PLE in PRRSV-induced pneumonia.

In this study, we characterized PLE expression and subtype distribution in PAMs isolated from 1-month-old piglets. Our findings revealed substantial PLE expression in PAMs, with sequencing analysis identifying PLE6 as the predominant subtype, accounting for 92% of total PLE expression, while other subtypes collectively represented only 8%. Interestingly, this expression pattern contrasts sharply with our previous findings in hepatic tissue, where we identified up to 42 distinct PLE subtypes, none of which exceeded 50% in relative abundance [35]. The predominant expression of PLE6 in PAMs represents a remarkable tissue-specific distribution pattern which is worth considering. We speculate that PLE potentially exhibits cell-type-specific subtype expression. Hepatic tissue comprises diverse cell populations including hepatocytes, Kupffer cells, adipocytes, and epithelial cells, while PAMs represent a more homogeneous cell population, potentially explaining the observed subtype distribution differences. Our previous investigations revealed that PLE exhibits significant substrate preference for 2-AG hydrolysis with ester bonds (unpublished data). As the predominant innate immune cells in porcine respiratory defense, PAMs play a pivotal role in nonspecific immunity. The main expression of PLE6 in PAMs may suggest an evolutionarily conserved mechanism whereby PLE-mediated 2-AG hydrolysis serves as a crucial regulatory way in macrophage immunomodulation. This likely represents a fundamental pathway through which PLE modulates PAM immune functions. PLE expresses specific subtypes within specific cells, which is also a manifestation of PLE’s need to better adapt to different cells and achieve its own physiological functions.

Furthermore, this distinct expression pattern likely reflects tissue-specific functional adaptations, suggesting that PLE subtype composition is closely associated with the physiological requirements of its expression tissue. Current understanding of PLE’s physiological functions primarily centers on its catalytic role in hydrolyzing both endogenous and exogenous compounds. For instance, PLE mediates the hydrolysis of 1-methyl-1-cyclopropylmethyl derivatives, generating products that serve as potent histone deacetylase inhibitors with potential therapeutic applications in cancer and neurodegenerative disorders. Additionally, PLE demonstrates stereoselective catalytic activity in the hydrolysis of racemic 1,2-dimethoxycarbonyl-4-oxocyclopentane, producing R, R-diesters that exhibit anti-HIV activity [40,41]. These findings comprehensively illustrate the robust hydrolytic capacity of PLE as a critical enzyme that aligns precisely with the liver’s physiological role as the body’s primary metabolic organ. This functional correlation is evidenced by the substantial expression of multiple PLE subtypes in hepatic tissue, facilitating efficient metabolism of various chemicals. In contrast, the pulmonary system, primarily serving respiratory functions, demonstrates limited requirement for extensive hydrolytic and metabolic processing of chemical compounds, so it may not be necessary to express superfluous PLE subtypes. Consequently, the unique expression patterns of PLE may represent a crucial regulatory mechanism through which this enzyme facilitates specialized cellular functions across different tissues. Future investigations should focus on systematically characterizing the expression patterns and relative abundance of PLE subtypes in various tissue types and cells. Such comprehensive analyses will provide valuable insights into the physiological roles and potential pathological implications of PLE in tissue-specific contexts.

In the previous section we systematically analyzed the potential associations among PLE, 2-AG, and PRRSV infection. Our experimental results demonstrated that inhibition of PLE activity and expression markedly attenuated PRRSV-induced pro-inflammatory cytokines. At the same time, it found that 2-AG can directly inhibit the pro-inflammatory cytokines expression induced by PRRSV infection, which has not been reported in previous studies on the anti-inflammatory effect of 2-AG, and this anti-inflammatory effect disappears after hydrolysis and further promotes inflammation. These results preliminarily indicate that PLE plays a pro-inflammatory role in PRRSV infection, and this effect is achieved through hydrolysis of 2-AG.

AA is the primary metabolic product of 2-AG hydrolysis and a crucial omega-6 polyunsaturated fatty acid with significant biological implications [42,43]. It is not only an important substance for maintaining cell membrane structure and function, but also a precursor for various bioactive substances such as prostaglandins, leukotrienes, and thromboxanes. The pro-inflammatory effects of substances such as AA, PGE2, and PGD2 have been extensively studied [44,45]. In our results, inhibition of PLE activity reduced 2-AG degradation, which not only enhanced its anti-inflammatory effects but also decreased the production of pro-inflammatory metabolites. Consequently, the BNPP-treated group exhibited significantly lower inflammatory levels and tissue damage compared to the PRRSV-infected group. These observations were further supported by histopathological analysis and pro-inflammatory cytokine detection. Our findings position PLE as a key pro-inflammatory regulator in PRRSV pathogenesis, and a promising broad-spectrum target for inflammatory disease intervention.

To further investigate the mechanism by which PLE promotes inflammation caused by PRRSV infection, we conducted comprehensive transcriptome sequencing analysis on PAMs isolated from in vivo experiments. Notably, GO enrichment analysis of the PRRSV/Ctrl group revealed significant upregulation of serine hydrolase activity. 

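The serine-type peptidases were higher in every PRRSV piglet than in every Ctrl piglet, at a mean level of 2.80 ± 0.18 (SD, n = 4) against 2.30 ± 0.20 (SD, n = 3), with an exact permutation two-sided p of 0.0571, the smallest that these group sizes allow, and 0.408 when adjusted over the 25 lists. The 4 members with the smallest p were granzyme genes, named after their values were seen. Of these, GZMB (ENSSSCG00000059880, chromosome 7, 74705409 to 74708790) had 1.06 ± 0.534 FPKM (SD, n = 3) in the Ctrl group and 5.59 ± 3.09 FPKM (SD, n = 4) in the PRRSV group, a log2 fold change of 2.19 (standard error 0.72, limma's adjusted p = 0.9998). Granzymes are made by cytotoxic lymphocytes. Without the granzymes, the 34 remaining genes had a mean log2 fold change of 0.29, with 26 higher in the PRRSV group (camera adjusted p = 0.0257). The list holds peptidases, not esterases, so it does not contain PLE.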

PLE is indeed a serine hydrolase. 

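PLE is a family of carboxylesterase isoenzymes. In the table of genes, 4 loci are annotated as matching the liver carboxylesterase of the pig. The first, CES1 (ENSSSCG00000002825), lies on chromosome 6 of Sscrofa11.1 from 29884250 to 29912902, and ENSSSCG00000057701, ENSSSCG00000034220 and ENSSSCG00000039985 lie on the unplaced scaffold AEMK02000576.1. Together they held between 0 and 41 reads per library, 142 reads in total over the 11 libraries. All 4 loci were under the filter on low values and were not tested with limma. Their sum, scaled to the reads of each library, was 1.26 ± 0.963 CPM (SD, n = 3) in the Ctrl group, 0.399 ± 0.308 (SD, n = 4) in the PRRSV group and 0.545 ± 0.462 (SD, n = 4) in the BNPP group. The difference between the PRRSV and Ctrl groups was not larger than the spread between piglets (exact permutation test, two-sided p = 0.229), nor was that between the BNPP and PRRSV groups (exact permutation test, two-sided p = 0.714). How reads that map to several of these loci were counted is not given in the sources used here, and the sum would be too low if such reads were left out. CES3 (ENSSSCG00000024476, chromosome 6, 27627742 to 27638760), another carboxylesterase gene, had 0.973 ± 0.228 FPKM (SD, n = 3) in the Ctrl group, 1.25 ± 1.03 FPKM (SD, n = 4) in the PRRSV group and 1.87 ± 1.49 FPKM (SD, n = 4) in the BNPP group. PRRSV piglet 2 was at 2.79 FPKM and the other PRRSV piglets between 0.697 and 0.786 FPKM, and without it the log2 fold change of CES3 for PRRSV/Ctrl was -0.35. MGLL (ENSSSCG00000024134, chromosome 13, 72480174 to 72568961), which encodes monoacylglycerol lipase, an enzyme that hydrolyzes 2-AG, had 7.83 ± 3.51 FPKM (SD, n = 3), 10.6 ± 5.29 FPKM (SD, n = 4) and 11.7 ± 5.82 FPKM (SD, n = 4). Neither gene passed the threshold for PRRSV/Ctrl, with log2 fold changes of 0.10 and 0.37. RNA levels do not give the hydrolytic activity of the enzyme.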

Correlation analysis of our experimental data suggests that the enhanced serine hydrolase activity likely reflects upregulated PLE hydrolytic function, which is directly related to high-level inflammation in the PRRSV infection group. 

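The arachidonic acid list had a mean level of 2.09 ± 0.33 (SD, n = 3) in the Ctrl group and 2.40 ± 0.23 (SD, n = 4) in the PRRSV group, a difference within the spread between piglets (exact permutation test, two-sided p = 0.229). PRRSV piglet 2, at 2.75, was the only PRRSV piglet above every Ctrl piglet, since the other 3 lay between 2.26 and 2.34 and Ctrl piglet 3 at 2.44. The mean level of epithelial marker genes was also highest in PRRSV piglet 2 (3.11) and, of the Ctrl piglets, in Ctrl piglet 3 (2.17). RNA of epithelial cells in the lavage was not separated from the level of the arachidonic acid list. Without PRRSV piglet 2 the mean log2 fold change of the list was 0.20 (camera adjusted p = 0.154), and without Ctrl piglet 1 it was 0.17 (0.145), within a range of adjusted p of 0.00135 to 0.243. In limma 1 of the 28 genes had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. PTGS2 (ENSSSCG00000015579, chromosome 9, 127850015 to 127858884), which encodes an inducible cyclooxygenase and was named after its values were seen, had 13.2 ± 1.01 FPKM (SD, n = 3) in the Ctrl group, 15.8 ± 12.4 FPKM (SD, n = 4) in the PRRSV group and 18.9 ± 4.32 FPKM (SD, n = 4) in the BNPP group. Its log2 fold change for PRRSV/Ctrl was -0.16, since 2 PRRSV piglets were above every Ctrl piglet and the other 2, at 6.66 and 4.36 FPKM, were below every Ctrl piglet. For BNPP/PRRSV, the list had a mean log2 fold change of -0.063 (camera adjusted p = 0.587).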

At the same time, KEGG pathway enrichment analysis of the PRRSV/Ctrl group revealed significant upregulation of arachidonic acid metabolism, which was also reported in Liang et al.’s study [46]. This suggests enhanced arachidonic acid metabolic activity in piglets following PRRSV infection, which aligns consistently with our in vivo experimental data. These results provide important support for the claim that PLE enhances arachidonic acid metabolism through hydrolysis of 2-AG, leading to an increase in inflammation levels.

Furthermore, upregulation of the “defense response to bacterium” was also enriched in the PRRSV/Ctrl group, indicating that the PRRSV infection group is likely to have secondary bacterial infection. This observation is consistent with previous findings by Thanawongnuwech et al. [47,48]. 

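The 15 genes of antibacterial defense that were tested had a mean log2 fold change of 0.33 for PRRSV/Ctrl but a median of -0.011, 7 of them being higher and 8 lower in the PRRSV group (camera adjusted p = 0.116). The list passed the threshold when only the 2 groups compared were fitted (adjusted p = 0.0310) and without PRRSV piglet 4 (0.0429), within a range of 0.0310 to 0.770. Its mean level was 4.40 ± 0.090 (SD, n = 3) in the Ctrl group and 4.72 ± 0.23 (SD, n = 4) in the PRRSV group (exact permutation test, two-sided p = 0.114). In limma 0 of its genes passed when adjusted over the list alone, and 2 had an unadjusted p under 0.05. These were GNLY (ENSSSCG00000008228) and LCN2 (ENSSSCG00000005638), both named after their values were seen, with log2 fold changes of 2.25 and 1.16. Reads of bacteria were not analysed here.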

Secondary bacterial infection is an important cause of severe inflammation. The management of inflammatory responses induced by secondary infections represents a critical challenge that extends far beyond PRRSV control. Numerous clinical and experimental observations have demonstrated that primary viral infections often establish favorable conditions for secondary infections through various mechanisms, leading to exacerbated inflammatory pathology. A well-documented example involves respiratory syncytial virus and rhinovirus infections, which significantly increase susceptibility to secondary pneumococcal infections by compromising host defense mechanisms, ultimately resulting in severe pulmonary inflammation [49]; pseudorabies virus infection enhances respiratory barrier permeability and consequently promotes superinfection with *Pasteurella multocida*, leading to aggravated tissue damage [50]. This compellingly demonstrates that controlling secondary infections and their consequent inflammatory damage represents both a scientifically significant and clinically challenging imperative. In addition, the endocannabinoid metabolic homeostasis plays a critical role in modulating systemic inflammatory responses. Beyond the well-characterized endocannabinoid-degrading enzymes, other hydrolytic enzymes—including serine hydrolases such as PLE—may disrupt endocannabinoid balance by interfering with the endocannabinoid system, consequently influencing inflammatory regulation. Therefore, inhibiting their hydrolysis of endocannabinoids to suppress excessive inflammation is a potential strategy for controlling inflammatory diseases.

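Of the PI3K subunits, PIK3R1 (ENSSSCG00000016958, chromosome 16, 46511521 to 46523609) had 13.7 ± 0.897 FPKM (SD, n = 4) in the PRRSV group and 10.9 ± 2.10 FPKM (SD, n = 4) in the BNPP group, and every BNPP piglet was below every PRRSV piglet (exact permutation test, two-sided p = 0.0286). This separation rests on a near tie, with the highest BNPP piglet at 12.49 FPKM and the lowest PRRSV piglet at 12.52 FPKM. The log2 fold change of PIK3R1 was -0.35 (standard error 0.17, limma's adjusted p = 0.9995) and stayed between -0.43 and -0.11 in the alternatives. PIK3R2 (ENSSSCG00000013900, chromosome 2, 59637371 to 59652073) had 6.35 ± 1.02 FPKM (SD, n = 4) in the PRRSV group and 4.52 ± 1.63 FPKM (SD, n = 4) in the BNPP group, a log2 fold change of -0.53 (standard error 0.25, exact permutation test, two-sided p = 0.114). The catalytic subunits PIK3CA, PIK3CB, PIK3CD and PIK3CG had log2 fold changes of -0.079, 0.039, -0.14 and -0.11 for BNPP/PRRSV, and PIK3R5 and PIK3R6 of 0.033 and 0.040. For PIK3R3, which was under the filter, the FPKM was 0.378 ± 0.0744 (SD, n = 4) in the PRRSV group and 0.216 ± 0.106 (SD, n = 4) in the BNPP group (exact permutation test, two-sided p = 0.0857). AKT2 (ENSSSCG00000002989) had a log2 fold change of -0.11. For PRRSV/Ctrl, the log2 fold changes of PIK3CA, PIK3CB, PIK3CD, PIK3CG and PIK3R1 were -0.46, -0.25, -0.17, -0.31 and -0.25, and those of PIK3R2, PIK3R5 and PIK3R6 were 0.0014, 0.058 and 0.21. Every PRRSV piglet was below every Ctrl piglet for PIK3CA (exact permutation test, two-sided p = 0.0571), and none of these genes passed the threshold. The highest PRRSV piglet was at 3.92 FPKM for PIK3CA and the lowest Ctrl piglet at 4.01 FPKM. For PRRSV/Ctrl, the PI3K-Akt core had a mean log2 fold change of -0.076, with 59 of 89 genes lower in the PRRSV group (camera adjusted p = 0.0604). It passed the threshold in 8 of 27 alternatives, among them those without Ctrl piglet 2 (adjusted p = 0.0469), PRRSV piglet 1 (0.0316), PRRSV piglet 4 (0.0108), BNPP piglet 1 (0.0438) or BNPP piglet 3 (0.0476), within a range of 0.0108 to 0.987. For BNPP/PRRSV, the core passed the threshold as lower in the BNPP group without PRRSV piglet 2 (mean log2 fold change -0.15, adjusted p = 0.00604), without BNPP piglet 2 (-0.12, 0.0186) and without BNPP piglet 3 (-0.13, 0.00544). Its adjusted p over the alternatives with the preset correlation lay between 0.00544 and 0.812.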

In the KEGG pathway enrichment analysis of the BNPP/PRRSV group, we identified significant downregulation of the PI3K-Akt signaling pathway, a crucial intracellular signaling cascade comprising phosphatidylinositol 3-kinase (PI3K) and protein kinase B (Akt). This pathway plays an important role in cell growth, proliferation, metabolism, and other processes [51,52,53] and also plays a key role in inflammatory responses. Mechanistic studies have demonstrated that PI3K-Akt signaling activates downstream transcriptional regulators, particularly NF-κB and mTOR, thereby stimulating the expression of key pro-inflammatory factors such as TNF-α, IL-1β, and IL-6, ultimately amplifying inflammatory cascades [54,55,56]. Although research on the functional role and mechanistic involvement of the PI3K-Akt signaling pathway in PRRSV pathogenesis remain limited, some studies suggests its significant contribution to PRRSV infection, such as PRRSV, can promote the production of IL-17 by activating the PI3K p38MAPK signaling pathway and promote pulmonary inflammation development [57]; baicalein-mediated inhibition of the EGFR-PI3K-Akt cascade effectively impedes PRRSV entry while enhancing the host immune response to PRRSV infection [58]. Based on a comprehensive analysis of our experimental data, we propose that the PI3K-Akt-NF-κB signaling cascade represents a crucial pathway through which PLE modulates PRRSV-induced inflammation. Validation experiments conducted in PAMs demonstrated that PRRSV infection potently activates the PI3K-Akt-NF-κB signaling pathway, resulting in elevated inflammation. In contrast, treatment with BNPP effectively suppresses the activation of this pathway, particularly through inhibition of Akt and p65 phosphorylation, consequently attenuating inflammatory levels.

Notably, 2-AG directly inhibits PRRSV-induced activation of the PI3K-Akt-NF-κB pathway. 2-AG exhibits an effect comparable to BNPP, suggesting that BNPP—as the inhibitor of PLE—elevates 2-AG concentration by blocking its PLE-mediated degradation. Consequently, this suppression of 2-AG catabolism leads to inhibition of the PI3K-Akt-NF-κB signaling pathway and subsequent downregulation of inflammatory responses. This mechanism likely underlies the observed reduction in PRRSV-induced inflammation following PLE inhibition. While our findings demonstrate that 2-AG suppresses PRRSV-triggered inflammation, the precise molecular mechanisms remain unclear and warrant further investigation. Elucidating this mechanism will provide critical insights into the role of 2-AG in modulating PRRSV infection, thereby facilitating the development of novel 2-AG-based strategies for disease prevention and control. Moreover, our study reveals that pharmacological regulation of PLE-mediated endocannabinoid hydrolysis can restore inflammatory homeostasis during PRRSV infection, offering novel intervention opportunities for both viral and inflammatory diseases.

## 5. Conclusions

In conclusion, this study reports the identification of PLE expression in PAMs for the first time, elucidates the role of PLE in inflammation caused by PRRSV infection, and reveals sectional mechanisms of action: on the one hand, due to the hydrolysis of PLE, the inhibition of PI3K-Akt-NF-κB activation by 2-AG during PRRSV infection is weakened, leading to an increase in inflammation; on the other hand, PLE hydrolyzes 2-AG to generate pro-inflammatory mediators such as AA and PGs, which can directly lead to an increase in inflammation after PRRSV infection (Figure 8). In summary, PLE exerts a pro-inflammatory effect during PRRSV infection by intervening in the endogenous cannabinoid system. These findings not only deepen our understanding of PRRSV pathogenesis, but also provide a theoretical basis for developing therapeutic strategies targeting PLE activity to regulate PRRSV-associated inflammation, as well as for genetic breeding approaches to enhance PRRS resistance. Furthermore, PLE as a novel endogenous cannabinoid-degrading enzyme suggests its potential as a broad-spectrum therapeutic target for various inflammation-related disorders beyond PRRSV infection.

## Figures and Tables

**Figure 8:**
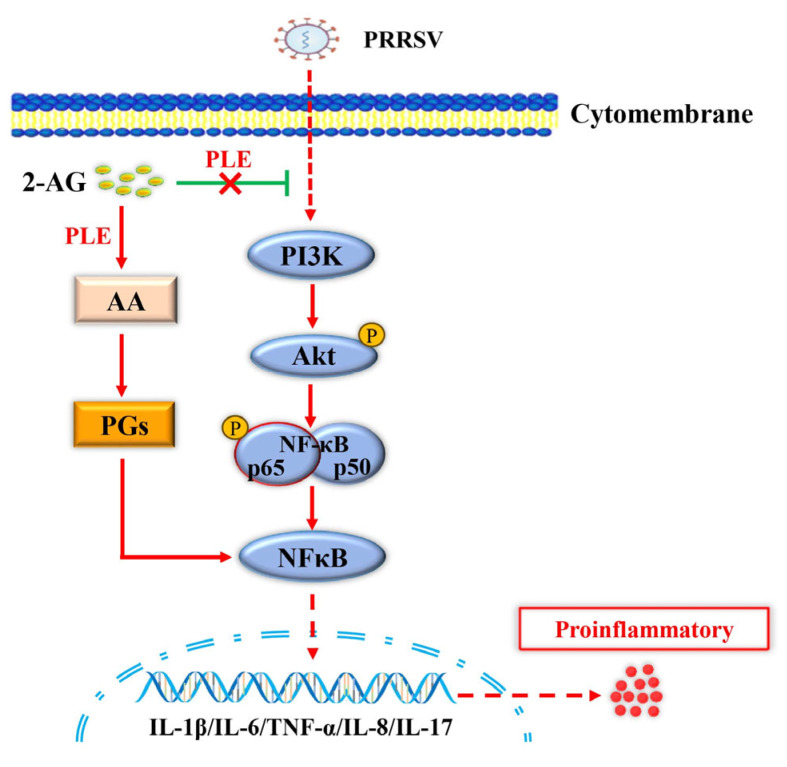
PLE-mediated hydrolysis of endocannabinoids exacerbates PRRSV-induced inflammation via of the PI3K-Akt-NF-κB signaling pathway. During PRRSV infection, PLE hydrolyzes 2-AG to produce pro-inflammatory mediators (AA and PGs), directly exacerbating inflammation. Concurrently, this hydrolysis diminishes 2-AG’s inhibitory effect on PI3K-Akt-NF-κB pathway activation, further amplifying the inflammatory response.

## Data Availability

All data generated during this study are included in this article and its Supplementary Information Files. The names of the repository/repositories and accession number(s) can be found below: GEO accession: GSE296917.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells14161227/s1, Figure S1: Prokaryotic functional expression of PLE6 identified by SDS-PAGE; Figure S2: Identification of prokaryotic functional expression of PLE6 hydrolytic activity; Table S1: RT-PCR Amplification and Sequencing Primers; Table S2: RT-qPCR Primers; Table S3: siRNA sequences; Tables S4–S8: Amino acid sequence of positive clone mutation site.

# Supplementary material for: Pig Liver Esterase Hydrolysis of 2-Arachidonoglycerol Exacerbates PRRSV-Induced Inflammation via PI3K-Akt-NF-κB Pathway
**Source:** Cells. 2025 Aug 8;14(16):1227. doi: 10.3390/cells14161227
**Supplement:** Supplementary file 1

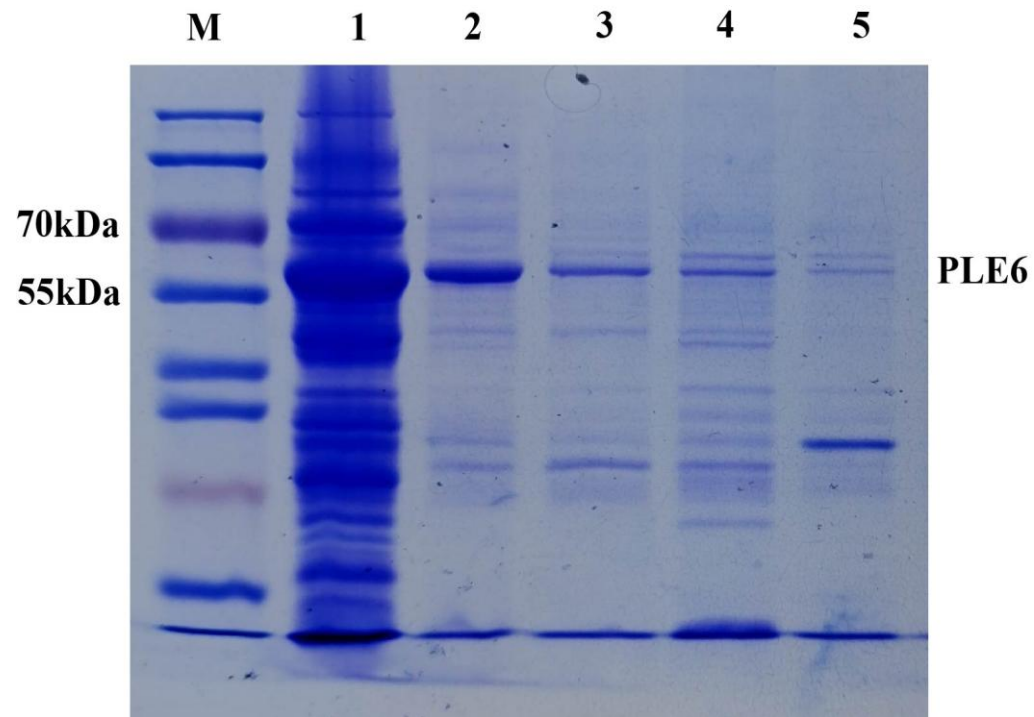

**Supplementary Figure S1 Prokaryotic functional expression of PLE6 identified by SDS-PAGE.** 1 Bacterial fragmentation supernatant 2 50mM imidazole elution 3 100mM imidazole elution 4 200mM imidazole elution 5 500mM imidazole elution

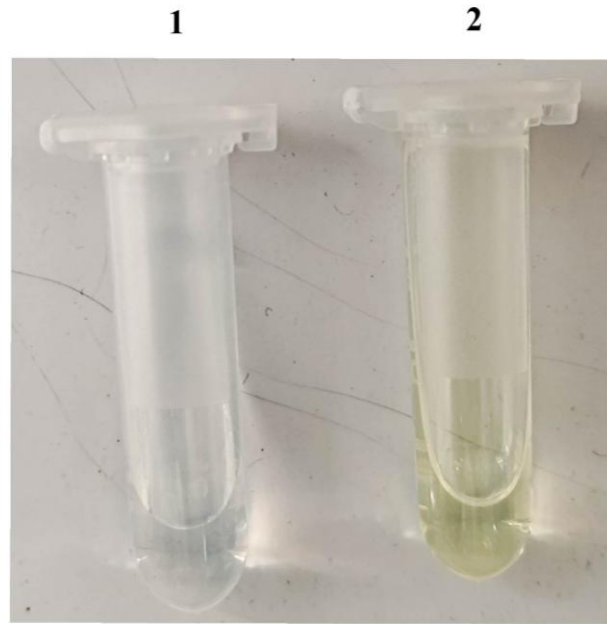

**Supplementary Figure S2 Identification of prokaryotic functional expression of PLE6 hydrolytic activity.** 1 Blank control 2 Bacterial fragmentation supernatant

**Table S1** RT-PCR Amplification and Sequencing Primers

| <b>Primer</b> | <b>Sequence (5'-3')</b>   |
|---------------|---------------------------|
| PLE Forward   | ATGTGGCTTCTCCCGCTGGTCCTGA |
| PLE Reverse   | CCTCAAGGTCAGCCGAGCCTCCCCT |
| M13(-47)      | CGCCAGGGTTTTCCCAGTCACGAC  |
| M13(-48)      | AGCGGATAACAATTTCACACAGGA  |
| PLE-M         | CCTGGGCATCTGGGGATTCTT     |

**Table S2** RT-qPCR Primers

| Primer                 | Sequence (5'-3')         |
|------------------------|--------------------------|
| IL-1 $\beta$ Forward   | GCTGGAGGATATAGACCCC      |
| IL-1 $\beta$ Reverse   | GTTGGGGTACAGGGCAGAC      |
| IL-6 Forward           | ACAAAGCCACCACCCCTAAC     |
| IL-6 Reverse           | CGTGGACGGCATCAATCTCA     |
| IL-8 Forward           | AGTTTTCTGCTTTCTGCAGCT    |
| IL-8 Reverse           | TGGCATCGAAGTTCTGCACT     |
| IL-17 Forward          | CTCTCCAACGCAACGAGGAC     |
| IL-17 Reverse          | GTCACCATCACTTTCTCCAGCC   |
| TNF- $\alpha$ Forward  | TTCCAGCTGGCCCCCTTGAGC    |
| TNF- $\alpha$ Reverse  | GAGGGCATTGGCATACCCAC     |
| PI3K Forward           | CGTGGTGCTGAGAGAGGACA     |
| PI3K Reverse           | CTGGCTGGTGGGCAAAA        |
| Akt Forward            | AGCTCATCCTCATGGAGGAG     |
| Akt Reverse            | CATACACATCCTGCCACACG     |
| NF- $\kappa$ B Forward | GAATTCCAGTACTTGCCAGA     |
| NF- $\kappa$ B Reverse | TCTCATAGGTCCTTTTGCG      |
| GAPDH Forward          | GAAGGTCGGAGTGAACGGAT     |
| GAPDH Reverse          | CATGGGTAGAATCATACTGGAACA |

**Table S3** siRNA sequences

| Primer              | Sequence (5'-3')      |
|---------------------|-----------------------|
| siPLE-1             | CCACCUCCUACCCUCCCAUTT |
|                     | AUGGGAGGGUAGGAGGUGGTT |
| siPLE-2             | CCACCACCUCGGCUGUCUUTT |
|                     | AAGACAGCCGAGGUGGUGGTT |
| si negative control | UUCUCCGAACGUGUCACGUTT |
|                     | ACGUGACACGUUCGGAGAATT |

**Table S4** Amino acid sequence of positive clone mutation site

[illegible]

**Table S5** Amino acid sequence of positive clone mutation site

[illegible]

**Table S6** Amino acid sequence of positive clone mutation site

| Remove the<br>mutation sites of the<br>18 signal peptides at<br>the N-terminus | 3    | 8    | 15   | 28   | 37   | 45    | 50    | 52   | 64           | 67   | 68    | 75     | 76   | 79   | 80   |
|--------------------------------------------------------------------------------|------|------|------|------|------|-------|-------|------|--------------|------|-------|--------|------|------|------|
| 73                                                                             | E    | E    | E    | E    | E    | E     | D     | E    | E            | E    | D     | D      | E    | E    | E    |
| 75                                                                             | I    | I    | I    | I    | I    | I     | V     | I    | I            | I    | V     | V      | I    | I    | I    |
| 76                                                                             | G    | G    | G    | G    | G    | G     | A     | G    | G            | G    | A     | A      | G    | G    | G    |
| 77                                                                             | G    | G    | G    | G    | G    | G     | G     | G    | G            | G    | G     | G      | G    | G    | G    |
| 80                                                                             | L    | L    | L    | L    | L    | L     | T     | L    | L            | L    | T     | T      | L    | L    | L    |
| 87                                                                             | R    | R    | R    | R    | R    | R     | G     | R    | R            | R    | G     | G      | R    | R    | R    |
| 92                                                                             | I    | I    | I    | I    | I    | I     | I     | I    | I            | I    | I     | I      | I    | I    | I    |
| 93                                                                             | P    | P    | P    | P    | P    | P     | P     | P    | P            | P    | P     | P      | P    | P    | P    |
| 129                                                                            | V    | V    | V    | V    | V    | V     | V     | V    | V            | V    | V     | V      | V    | V    | V    |
| 133                                                                            | S    | S    | S    | S    | S    | S     | S     | S    | S            | S    | S     | S      | S    | S    | S    |
| 134                                                                            | T    | T    | T    | T    | T    | T     | T     | T    | T            | T    | T     | T      | T    | T    | T    |
| 138                                                                            | L    | L    | L    | L    | L    | L     | L     | L    | L            | L    | L     | L      | L    | L    | L    |
| 139                                                                            | A    | A    | A    | A    | A    | A     | A     | A    | A            | A    | A     | A      | A    | A    | A    |
| 234                                                                            | F    | F    | F    | F    | F    | L     | L     | F    | L            | F    | L     | F      | F    | F    | F    |
| 236                                                                            | A    | A    | A    | A    | A    | A     | A     | A    | A            | A    | A     | A      | A    | A    | A    |
| 237                                                                            | G    | G    | G    | G    | G    | G     | G     | G    | G            | G    | G     | G      | G    | G    | G    |
| 285                                                                            | F    | F    | F    | F    | F    | F     | F     | F    | F            | F    | F     | F      | F    | F    | F    |
| 286                                                                            | F    | F    | F    | F    | F    | L     | L     | F    | L            | F    | L     | F      | F    | F    | F    |
| 287                                                                            | A    | A    | A    | A    | A    | T     | T     | A    | T            | A    | T     | A      | A    | A    | A    |
| 290                                                                            | L    | L    | L    | L    | L    | L     | L     | L    | L            | L    | L     | L      | L    | L    | L    |
| 294                                                                            | P    | P    | P    | P    | P    | Q     | Q     | P    | Q            | P    | Q     | P      | P    | P    | P    |
| 302                                                                            | T    | T    | T    | T    | T    | T     | T     | T    | T            | T    | T     | T      | T    | T    | T    |
| 459                                                                            | A    | A    | A    | A    | A    | F     | F     | A    | A            | A    | A     | A      | A    | A    | A    |
| 461                                                                            | F    | F    | F    | F    | F    | L     | L     | F    | F            | F    | F     | F      | F    | F    | F    |
| 463                                                                            | R    | R    | R    | R    | R    | K     | K     | R    | R            | R    | R     | R      | R    | R    | R    |
| Corresponding<br>subtype                                                       | PLE6 | PLE6 | PLE6 | PLE6 | PLE6 | PLED5 | PLEG5 | PLE6 | undetermined | PLE6 | PLEG9 | PLEG14 | PLE6 | PLE6 | PLE6 |

**Table S7** Amino acid sequence of positive clone mutation site

[illegible]

**Table S8** Amino acid sequence of positive clone mutation site

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

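PAM transcriptomes of 11 piglets aged 1 month were used: 3 of the Ctrl group, 4 of the PRRSV group and 4 of the BNPP group. The PRRSV and BNPP groups received 1 mL of virus intranasally and 2 mL intramuscularly, and the BNPP group was also injected with 25 mg/kg BNPP after clinical symptoms appeared, 24 h before sampling. The paper gives 4 piglets per group and the series record gives 5. Samples were assigned to groups by their labels, and equal replicate numbers in different groups were not taken as pairs, because the same-number samples of 2 groups had a mean correlation of -0.090 in their deviations from the group means, with 0 of 10 pairs above 0.1.

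The authors aligned the reads to the pig genome Sscrofa11.1 and calculated FPKM values, as stated in the series record and the header of the table. The aligner, the counting tool and the annotation release are not given in the sources used here. The authors tested for differential expression with DESeq2. The paper states a fold change over 1.5 as the threshold and the series record an absolute log2 fold change over 1. The table holds 36227 genes, of which 35670 have an Ensembl identifier and 557 another one, with 22040 protein-coding genes and 10965 lncRNA genes. A symbol was available for 18888 genes, taken from the table itself (17640), from reference gene names (119), from NCBI (129) or from the Swiss-Prot match in the table (1000).

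Reads per gene were recovered from FPKM and gene length, and 100% of the products were within 0.05 of a whole number. The total was 16782643 to 22661998 reads per library, with a median of 18277262. Between the groups, the total reads, the scaling factor and the share of mitochondrial reads did not differ by more than their spread (exact permutation tests, two-sided p between 0.171 and 0.971). Within a group, the reads of 15 pairs of libraries had a Spearman correlation of 0.887 to 0.967 and a chi-square per degree of freedom of 40.2 to 403, so the spread between piglets was far above counting error.

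Genes with at least 0.5 FPKM in at least 3 libraries (12788 genes) were tested with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.1), with lmFit and eBayes with a trend in 1 fit of the 3 groups. The comparisons were PRRSV/Ctrl, BNPP/PRRSV and BNPP/Ctrl, two-sided, with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and a fold change over 1.5. For 25 process lists, written by hand from the names of the GO and KEGG terms, camera was run with a preset correlation of 0.01 and adjustment over all lists of a comparison. The paper found these terms enriched in the same libraries, so the choice of lists is not independent of the data. The adjustment covers the 25 lists only, not the other terms of GO and KEGG. The means of the lists per library were compared with exact permutation tests. Levels of 13 marker lists (alveolar macrophage, monocyte, neutrophil, T and NK cell, B and plasma cell, epithelium, fibroblast, endothelium, dendritic cell, erythroid, cell cycle, X inactivation and Y chromosome) were compared in the same way. No gene of the X inactivation list was found in the table, so that list gave no result. The other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

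The genes to be named included the cytokines measured in PAMs, GAPDH, the carboxylesterase genes, MGLL, the PI3K subunits, AKT1, AKT2, NFKB1 and RELA, together with genes past the threshold over all genes tested, of which there were none, and list members past it over their list alone, of which there was 1 (GNLY, for BNPP/Ctrl). Of the fixed genes, 19 passed the filter. Other genes are stated in the text to have been named after their values were seen. The tests, the lists, the rule for naming genes and the alternatives were chosen before the data were examined, except where the text says otherwise.

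The alternatives were a pseudocount of 1 or 0.01, no filter, a filter of a mean FPKM of at least 1, rescaling by median ratios, quantile normalization, only the 2 groups compared, the replicate number as a block, eBayes without a trend, arrayWeights, an absolute log2 fold change over 1, voom on the recovered reads and each of the 11 libraries left out in turn. For lists, camera with an estimated correlation and fry were added, which the ranges of adjusted p given for lists leave out, and for the reversal of the infection change the PRRSV group was split in 2 equal parts. After the data were seen, 5 more were added: without the 3 libraries with a scaling factor under 1, that factor as a covariate, names without Swiss-Prot matches, voom with sample weights, and nuclear protein-coding genes only.

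The procedure was tested on simulated data with 12788 genes, 200 of them changed. For the 3 comparisons it recovered 64%, 66.5% and 63% of the changed genes with 6, 7 and 7 false calls, including 89%, 89% and 86% of those changed by a log2 value of 2 and 39%, 44% and 40% of those changed by 1. A list shifted by a log2 value of -0.5 was found in each comparison, and 0 unchanged lists were called. The simulated noise was independent between genes and equally wide in all libraries, and only genes with a mean log2 level above 0 were changed. In the real data genes are correlated and some libraries lie apart. The simulation therefore does not give the power or the error rate of the tests in these data. The over-representation test (Fisher's exact test on genes past the threshold) was planned and not run, because no gene passed. Reads of the virus and of bacteria, the serum measurements and the in vitro experiments were not analysed here.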

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

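The tests of library depth, gene length and mitochondrial transcripts, and the test of the arachidonic acid list without PRRSV piglet 2, were chosen only after the result was seen. In each group of 4 libraries, the gap between the most extreme library and its nearest neighbor was divided by the range of the group. Chance sets a library apart by this measure in about 5% of groups. It did so here for 7 of 72 groups of gene values, 3 of 10 groups of library measures, 1 of 50 groups of process lists and 0 of 24 groups of marker lists.

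PRRSV piglet 2 lay apart from the other 3 PRRSV libraries in the ratio of the scaling factor to the total reads (0.831 against 1.06 to 1.10, gap 0.866 of the range), in the share of mitochondrial reads (18.4% against 2.19% to 4.17%, gap 0.878) and in the share of the 10 most abundant genes (23.4% against 9.82% to 10.6%, gap 0.940). These 3 measures depend on each other. Low depth is excluded, since this library had the most reads of all, 22661998. Gene length bias is excluded as well: the correlation of its deviation with gene length was 0.0433, and the other libraries had values between -0.206 and 0.145. Mitochondrial transcripts alone are excluded too, since on nuclear protein-coding genes the library still lay at 36.5 on the first principal component, where the highest library with a factor above 1 lay at -4.07. Cells of another type in the lavage cannot be told apart from a change in the macrophages themselves. The epithelium list was higher in this library (3.11 against 1.11 to 1.73), as were the monocyte list (by 0.73), the endothelium list (by 0.36) and the Y chromosome list (1.76 against 1.05 to 1.21), but the alveolar macrophage list was higher too, by 0.728, and a lower level had been the expectation. The T and NK cell, B and plasma cell and cell cycle lists were lower, by log2 differences of -0.69, -0.93 and -0.88. The differences were -0.20 for the neutrophil, -0.25 for the dendritic cell, -0.075 for the erythroid and 0.73 for the fibroblast list, none of which lay above the other libraries. A sample property such as the state of the cells at collection stays open and was not tested.

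CES3 and AKT2 lay apart in the same library. CES3 was at a log2 level of 1.53 against -0.33 to -0.17 in the other PRRSV libraries (gap 0.918 of the range), and AKT2 at 5.58 against 5.83 to 5.87 (gap 0.847). The departure of the whole library, at 36.5 on the first principal component of nuclear genes, may account for both. A biological difference between the piglets stays open and was not tested.

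The arachidonic acid list was at 2.75 in PRRSV piglet 2 against 2.26 to 2.34 in the other PRRSV libraries (gap 0.846 of the range). Without this piglet the mean log2 fold change for PRRSV/Ctrl was 0.20, and 0 of the other 3 PRRSV piglets were above every Ctrl piglet. Part of the higher level of this list in the PRRSV group may therefore rest on this piglet. The mean log2 fold change without Ctrl piglet 1 was 0.17. Of the Ctrl piglets, only Ctrl piglet 3, at 2.44, lay above the other 3 PRRSV piglets. The epithelium list was also highest in PRRSV piglet 2 (3.11) and, of the Ctrl piglets, in Ctrl piglet 3 (2.17 against -0.229 and 0.453). Whether RNA of epithelial cells in the lavage raises the arachidonic acid list was not tested. An effect of infection in PRRSV piglet 2 was not separated from the departure of its library.

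IFIT3, named after its values were seen, was at 5.21 in BNPP piglet 4 against 6.16 to 6.28 in the other BNPP libraries (gap 0.888 of the range). BNPP piglet 1, whose scaling factor was also under 1, lay with the other BNPP libraries, so that a low factor alone is not enough to lower this gene. The response of this piglet to the virus or to BNPP stays open and was not tested.

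The other 4 values rest on few reads. IL17A had 7 reads in BNPP piglet 1 and 0 in the other BNPP libraries (gap 1 of the range). ENSSSCG00000057701 had 1 read in PRRSV piglet 3 and 0 in the other PRRSV libraries (gap 1), and ENSSSCG00000034220 had 1 read in BNPP piglet 2 and 0 in the other BNPP libraries (gap 1). The CES1 locus ENSSSCG00000039985 had 8 reads in BNPP piglet 1 and at most 1 read in the other BNPP libraries (gap 0.866). Single reads set a library apart where the others are at 0. No biological explanation was tested for these genes.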

How the results depend on the processing

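The tests without the 3 libraries with a scaling factor under 1, with that factor as a covariate, with names other than Swiss-Prot matches, by voom with sample weights and on nuclear protein-coding genes only were chosen only after the result was seen. Over all settings, 158 of 190 values for counts of genes, counts of lists and the reversal stayed within the limits set for them, 31 moved and 1 changed sign. Of 1562 values for the genes followed over the settings, which were fixed beforehand or chosen as examples, 1561 kept their side of the threshold and 1 became a call (SCGB1A1). Calls among all genes are counted below. All 228 marker values stayed. Where a group had 3 piglets or fewer this was fixed in advance, since the smallest p of the exact permutation test is then 0.0571 or larger. Of 1450 values for single lists, 1304 kept their side of the threshold, 96 lost a call, 44 gained one and 6 changed sign with a call before or after. The mean had the opposite sign in 83 values of 24 of the 50 list results, 76 of them without a call before or after.

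Limma called 0 genes in each comparison (236, 266 and 624 genes under an unadjusted p of 0.05 for PRRSV/Ctrl, BNPP/PRRSV and BNPP/Ctrl), and so did voom. Without a filter on low values 2 genes were called for PRRSV/Ctrl and 2 for BNPP/Ctrl. With single libraries left out, the count was 0 to 2 for PRRSV/Ctrl, 0 to 1 for BNPP/PRRSV and 0 to 1 for BNPP/Ctrl, the highest values being reached without Ctrl piglet 3, Ctrl piglet 3 and BNPP piglet 2.

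The number of lists past the threshold in camera was 8 for PRRSV/Ctrl, 5 for BNPP/PRRSV and 15 for BNPP/Ctrl. With the replicate block it was 7, 5 and 12, and it was 12 for PRRSV/Ctrl when only the 2 groups compared were fitted. It was 0 in each comparison with an estimated correlation, with 1, 3 and 3 lists under an unadjusted p of 0.05, and 0 in each comparison by fry, with 0, 0 and 4. These 2 tests allow for the correlation between the genes of a list. Without a filter it was 3 for PRRSV/Ctrl and 3 for BNPP/PRRSV. With arrayWeights it was 3, 2 and 1, and by voom with sample weights 3, 2 and 1. Without the 3 libraries with a scaling factor under 1 it was 4 for PRRSV/Ctrl and 1 for BNPP/Ctrl, and with the factor as a covariate 4 and 5. With single libraries left out it was 2 to 11 for PRRSV/Ctrl (lowest without Ctrl piglet 1 or PRRSV piglet 2, highest without PRRSV piglet 4), 3 to 15 for BNPP/PRRSV (without BNPP piglet 1 and BNPP piglet 2) and 5 to 16 for BNPP/Ctrl (lowest without BNPP piglet 1, then 8 without Ctrl piglet 3 and 9 without BNPP piglet 4, highest without PRRSV piglet 1, PRRSV piglet 4 or BNPP piglet 2). Apart from the correlation between genes, the cause was not tested.

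The BNPP/PRRSV mean log2 fold change of the chemokine ligands, 0.12, became -0.63 with arrayWeights (camera adjusted p = 0.00114), -0.86 without the 3 libraries (1.62e-05) and -0.81 by voom with sample weights (0.00106), in a range of 1.62e-05 to 0.882. Without the 3 libraries, the response to interferon-gamma became -0.44 (adjusted p = 0.0198, range 0.000524 to 0.806) and the NF-κB targets -0.31 (0.00623, range 0.00623 to 0.882). The mean of the interferon-stimulated genes for PRRSV/Ctrl, 0.17, was between -0.088 (without Ctrl piglet 1, adjusted p = 0.0569) and 0.37 (without Ctrl piglet 3), with adjusted p between 3.09e-06 and 0.679 over the settings with the preset correlation. The correlation between the infection change and the BNPP change was -0.23 and became 0.22 when the PRRSV libraries were split in 2 parts that share no library, which removes the shared libraries by construction. For the other changes of sign the cause was not tested.

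Genes under the filter (IL6, IL17A, the 4 PLE loci and PIK3R3) have limma values only in the fit without a filter. There IL6, with 4 reads in all, had log2 fold changes of 0.48 for PRRSV/Ctrl and -0.48 for BNPP/PRRSV (unadjusted p = 0.0146 and 0.00973), and PIK3R3 0.18 and -0.64, with limma's adjusted p of 1 for each of these genes in both comparisons. At this depth, 3 reads on a gene of 1 kb are 0.142 to 0.219 FPKM, so changes of genes below this level were not measurable.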

Differences from the paper's values

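No test in this part was chosen only after the result was seen, apart from the settings marked so below. The paper's values for cytokines come from RT-qPCR and those given beside them from RNA sequencing, both on a log2 scale. A value is said to differ from the paper's when its sign is the opposite or when the gap is larger than the larger SD of the log2 values in the 2 groups compared, and a count when it is 0 or more than 1.5 times apart.

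For IL-1β, the paper's log2 fold change for PRRSV/Ctrl is about 2.7 in Fig. 4C, read by eye, and the value here was 0.36. The 2 values differ under all 23 settings chosen before the data were examined. For BNPP/PRRSV, the paper's value is about -1.6 in Fig. 4C, read by eye, and the value here was -0.18. They differ in 18 of the 23 settings and do not differ with arrayWeights (-0.73), by voom (-0.31), without PRRSV piglet 2 (-0.41), without PRRSV piglet 4 (-0.58) or without BNPP piglet 1 (-0.86), nor, in settings chosen after seeing the values, without the 3 libraries with a scaling factor under 1 (-0.94), with that factor as a covariate (-0.23) or by voom with sample weights (-0.75). The rule is near its limit here, since -0.18 differs and -0.23 does not, a margin finer than a reading by eye. The value here has a standard error of 0.68, so whether the 2 measures disagree for IL-1β in BNPP/PRRSV is not settled. For IL-8, the paper's values are about 2.3 for PRRSV/Ctrl and about -1.3 for BNPP/PRRSV in Fig. 4C, read by eye, and the values here were 0.18 and 0.94, which differ under all 23 settings. In settings chosen after seeing the values, that for BNPP/PRRSV did not differ without the 3 libraries (-0.55) or by voom with sample weights (-0.033). For TNF-α, the paper's value for PRRSV/Ctrl is about 1.5 in Fig. 4C, read by eye, and the value here was 0.33, which also differs under all 23 settings. For BNPP/PRRSV, the paper's value is about -0.34 in Fig. 4C, read by eye, and the value here was -0.028. These do not differ in 19 of the 23 settings and differ with arrayWeights (0.21), without PRRSV piglet 1 (0.18), without BNPP piglet 1 (0.11) or without BNPP piglet 3 (0.025), and, chosen after seeing the values, without the 3 libraries (0.076), with the factor as a covariate (0.0041) or by voom with sample weights (0.19).

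The numbers of differentially expressed genes in KEGG terms also differ. The lists used here were written by hand and are not the KEGG memberships. The test was also another one, limma here and DESeq2 for the authors, so the counts are not directly comparable. For PRRSV/Ctrl, the paper has about 11 genes for antigen processing and presentation, about 10 for apoptosis and about 5 for ether lipid metabolism in Fig. 6A, read by eye. Limma called 0, 0 and 0 genes of these lists, with 0, 3 and 2 under an unadjusted p of 0.05. For BNPP/PRRSV, the paper has about 6 genes for RIG-I-like receptor signaling, about 7 for ECM receptor interaction and about 13 for PI3K-Akt signaling in Fig. 6B, read by eye. Limma called 0, 0 and 0 genes, with 5 genes of the RIG-I list, 0 of the collagens and other ECM genes and 1 growth factor or receptor gene under an unadjusted p of 0.05. As no setting called more than 2 genes in a comparison, the counts differ in each of the 23 settings by the rule above, and this agreement adds no evidence of its own.

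Several directions also differ, though the measures are unlike. The paper's come from terms enriched among its genes called lower. Those here are means over all tested genes of a hand-written list, which can be positive while some members fall. The paper states that NOD-like receptor signaling was lower in the PRRSV group. Here its mean log2 fold change was 0.13, not past the threshold. The paper states that PI3K-Akt signaling and ECM receptor interaction were lower in the BNPP group. Here the growth factors and receptors were higher (0.23) and so were the ECM genes other than collagens (0.20), while the PI3K-Akt core (-0.062) and the collagens (-0.67) were lower. Of these 4 lists, the ECM genes other than collagens and the core did not pass the threshold. The mean of the ECM genes other than collagens was between -0.19 and 0.39 in the alternatives. The growth factors and receptors had a negative mean, -0.037, without the 3 libraries with a scaling factor under 1, which was chosen after seeing the values and does not pass the threshold (camera adjusted p = 0.997, range 1.94e-05 to 0.997).

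Some settings call lists that the paper's terms name and that did not pass here. The PI3K-Akt core passed as lower in the BNPP group without PRRSV piglet 2, BNPP piglet 2 or BNPP piglet 3. The glycogen list passed as lower without BNPP piglet 2 or BNPP piglet 3. As higher in the BNPP group, the chemokine ligands and the response to interferon-gamma passed without BNPP piglet 2, the latter also without PRRSV piglet 3, and RIG-I-like receptor signaling without BNPP piglet 4. The chemokine ligands passed as lower with arrayWeights (mean -0.63, camera adjusted p = 0.00114, range 1.62e-05 to 0.882) and, chosen after seeing the values, by voom with sample weights and without the 3 libraries, where the response to interferon-gamma also passed as lower. The ECM genes other than collagens passed as higher without PRRSV piglet 2, BNPP piglet 2 or BNPP piglet 3. For PRRSV/Ctrl, antibacterial defense passed as higher when only the 2 groups compared were fitted and without PRRSV piglet 4. With the scaling factor as a covariate, chosen after seeing the values, the tight junction list passed as lower in the BNPP group, and the NF-κB targets passed as lower without the 3 libraries, also chosen after seeing the values. The NF-κB targets passed as higher in the BNPP group without PRRSV piglet 1 or BNPP piglet 2. The paper's own called genes are not listed in the sources used here, so how many of them each setting drops was not counted.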

Other observations

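Tests chosen only after the result was seen are those on the 3 libraries with a scaling factor under 1, on PRRSV piglet 2, on the interferon-stimulated genes, on collagens and on PLE reads. The criteria for the collagens, for PRRSV piglet 2 and for the granzymes were also revised after their values were seen.

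The BNPP/Ctrl comparison is not made in the paper. Limma called 0 genes, with 624 under an unadjusted p of 0.05 (415 higher and 209 lower in the BNPP group), and voom called 0, with 601. Camera with the preset correlation placed 15 of 25 lists past the threshold, 0 with an estimated correlation and 0 by fry. The interferon-stimulated genes were higher, with a mean log2 fold change of 0.69 and 51 of 53 genes higher (adjusted p = 1.57e-20). The growth factors and receptors (0.46, 26 of 32 higher, 2.96e-05), serine-type peptidases (0.60, 33 of 39, 2.96e-05), antigen processing (0.39, 37 of 45, 9.62e-05), chemokine ligands (0.79, 24 of 28, 0.000473), the response to interferon-gamma (0.47, 27 of 34, 0.000497) and ether lipid metabolism (0.45, 22 of 30, 0.00556) were also higher. So were MHC class II (0.45, 8 of 8), ECM genes other than collagens (0.36, 22 of 30) and NF-κB targets (0.39, 27 of 39), each with an adjusted p of 0.0260, and antibacterial defense (0.46, 10 of 15), other cytokine ligands (0.36, 22 of 30) and 2-AG metabolism and receptors (0.35, 8 of 9), each with 0.0345. The PI3K-Akt core (-0.14, 68 of 89 lower, 0.00556) and glycogen biosynthesis (-0.25, 14 of 16 lower, 0.0345) were lower. Without BNPP piglet 1 only 5 lists passed, 8 without Ctrl piglet 3, 9 without BNPP piglet 4 and 1 with arrayWeights. When adjusted over the antibacterial list alone, 1 of its 15 genes passed, GNLY (ENSSSCG00000008228), with a log2 fold change of 3.37 (standard error 0.84, adjusted p = 0.0322 over the list and 0.809 over all genes).

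Chance cannot be excluded for any of the counts. The samples of each comparison were split in all 35 ways. For PRRSV/Ctrl 26 splits gave as many genes under an unadjusted p of 0.05 and 6 as many lists, for BNPP/PRRSV 28 and 20, and for BNPP/Ctrl 13 and 5. The most lists in any split were 11, 15 and 17, so camera with the preset correlation also calls lists between mixed groups. The largest number of genes for BNPP/PRRSV, 3905, came from PRRSV piglets 1 and 4 with BNPP piglets 2 and 3 against the rest, a split that puts the 3 libraries with a scaling factor under 1 on the same side. Without these libraries the real split gave 707 genes.

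Fewer genes than the 639.4 given by chance lay under an unadjusted p of 0.05 for PRRSV/Ctrl and BNPP/PRRSV. Without the 3 libraries with a scaling factor under 1 there were 798 and 707. A candidate explanation is that these libraries widen the spread within the groups. Limma's arrayWeights gave them weights of 0.272, 0.254 and 0.407, against 0.963 to 2.19 for the others. Without them limma still called 0 genes.

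The infection change and the BNPP change had a correlation of -0.23 over 12788 genes, and 48.0% of the genes had opposite signs. Both changes contain the same PRRSV libraries. In 1000 simulations of unchanged groups the mean correlation was -0.45 (95% between -0.82 and 0.081), and 82.7% were as low as the observed one. On average 65.0% of the genes had opposite signs there, more than observed, so the shared libraries may produce the whole of it. With the PRRSV group split in 2 equal parts it was 0.12 to 0.33 over 6 assignments. With single libraries left out the correlation was -0.43 (without BNPP piglet 1) to -0.080 (without BNPP piglet 2). Without BNPP piglet 3 it was -0.094.

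For the higher interferon-stimulated genes in the BNPP group, the scaling of the libraries is excluded as the whole cause, since among libraries with a factor above 1 the difference was 0.725. Chance assignment of piglets stays open (exact permutation test of the level, two-sided p = 0.114). An antiviral effect of BNPP treatment stays open too and was not tested. The same list had for PRRSV/Ctrl a mean log2 fold change of 0.17 (42 of 53 higher, camera adjusted p = 0.0417, range 3.09e-06 to 0.679). This call was lost in 10 of 27 alternatives, among them those without Ctrl piglet 1 (-0.088), PRRSV piglet 1 (0.16), PRRSV piglet 2 (0.14) or PRRSV piglet 3 (0.16).

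Whether granzymes of cytotoxic lymphocytes are the cause of the higher serine-type peptidases in the PRRSV group cannot be told apart from a wider change. The list without them had a camera adjusted p of 0.0257 with the preset correlation, but 0.708 with an estimated correlation and 0.789 by fry, and 3 of the 4 PRRSV piglets were above every Ctrl piglet (exact permutation test of the level, two-sided p = 0.229). Without PRRSV piglet 2 the mean log2 fold change of the full list was 0.43, against 0.50 with it. The other 3 PRRSV piglets, at 2.62, 2.68 and 2.90, were still above every Ctrl piglet (at most 2.44). These values argue against PRRSV piglet 2 alone as the cause of the higher level. The camera call was nevertheless lost without this piglet (adjusted p = 0.0627, range 3.25e-05 to 0.109). For the arachidonic acid list, with a mean of 0.20 without this piglet, 0 of the other 3 were above every Ctrl piglet. The T and NK cell list was higher for PRRSV/Ctrl by 1.02 (exact permutation test, two-sided p = 0.114).

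The lower collagens in the BNPP group may come from stromal RNA carried over in the lavage. Across the 11 libraries the collagen level had a Pearson correlation of 0.432 with 6 fibroblast markers other than collagens (permutation p = 0.179, Spearman 0.491 with p = 0.129, 100000 permutations, 1 relation tested). Without the 2 farthest libraries, BNPP piglets 2 and 4, it was 0.431 (permutation p = 0.249), and within the groups 0.290. Carryover cannot be told apart from a change in the macrophages with so few libraries.

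PLE transcripts were rare, with 142 of 203860881 reads on the 4 loci. Their mean FPKM was 0.192, 0.0423, 0.0295 and 0.0289, and 14117, 17405, 18176 and 18212 of the 36227 genes had a higher mean. A loss of reads shared by similar copies cannot be told apart from low expression, since the treatment of such reads is not given in the sources used here. Without a way to count them, no biological explanation was tested.

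No marker list had a two-sided p under 0.05 in the exact permutation tests between groups. Against the 3 Ctrl piglets the smallest p of the exact permutation test is 0.0571, so it could not decide there. For PRRSV/Ctrl, T and NK cells differed by 1.02, more than the SD of either group (0.47 in PRRSV, 0.62 in Ctrl). Alveolar macrophages and neutrophils also differed by more than either SD, the other lists did not. For BNPP/PRRSV only dendritic cells did, and for BNPP/Ctrl only these and T and NK cells. Differences for PRRSV/Ctrl were 0.45 for alveolar macrophages (exact permutation tests, two-sided p = 0.229), -0.16 for monocytes (p = 0.629), 0.30 for neutrophils (0.229), 0.40 for B and plasma cells (0.514), 1.10 for epithelium (0.229), 0.11 for fibroblasts (0.800), 0.23 for endothelium (0.343), 0.20 for dendritic cells (0.514), 0.32 for erythroid cells (0.171), -0.34 for the cell cycle (0.457) and -0.15 for the Y chromosome (0.457). For BNPP/PRRSV they were 0.012, 0.23, 0.17, 0.49, -0.16, -0.51, -0.057, 0.51, 0.78, -0.19 and -0.11 in the same order, and -0.044 for T and NK cells. The smallest adjusted p over the marker lists was 0.549 and 1 for these comparisons and 0.429 for BNPP/Ctrl. HBB, named after its values were seen, had 79.9 FPKM in BNPP piglet 3 and at most 3.77 FPKM in the other libraries.

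The lists not given beside the conclusions had these values. The response to interferon-gamma had for PRRSV/Ctrl a mean log2 fold change of 0.38 (29 of 34 higher, camera adjusted p = 0.00116, range 6.38e-08 to 0.254), lost without Ctrl piglet 1 (0.20) or PRRSV piglet 3 (0.19). Other cytokine ligands had 0.31 (25 of 30 higher, adjusted p = 0.00722, range 0.000920 to 0.132), lost in 8 of 27 alternatives, among them those without Ctrl piglet 1 (0.0569), Ctrl piglet 3 (0.0534), PRRSV piglet 1 (0.0522) or PRRSV piglet 2 (0.0639). Growth factors and receptors had 0.23 (25 of 32 higher, adjusted p = 0.0212, range 0.00479 to 0.419), lost in 9 of 27 alternatives, among them those without Ctrl piglet 1 (0.299), PRRSV piglet 1 (0.0743) or PRRSV piglet 2 (0.154). RIG-I-like receptor signaling had 0.020 with a test pointing downward (adjusted p = 0.948), and glycogen biosynthesis 0.044 with a median of -0.071 and a test pointing downward (0.421). Carboxypeptidases had 0.22 (12 of 17 higher, 0.144) and passed without Ctrl piglet 3 (0.44, adjusted p = 0.0174, range 0.0174 to 0.781) and when only the 2 groups compared were fitted (0.0310), tight junctions 0.25 (7 of 14 higher, 0.421), ECM genes other than collagens 0.17 (19 of 30, 0.421) and 2-AG metabolism and receptors 0.080 (7 of 9, 0.431). Collagens had 0.31 (9 of 12 higher, 0.421) and passed without Ctrl piglet 3 (0.88, adjusted p = 0.0141, range 0.0141 to 0.988).

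For BNPP/PRRSV, granulocyte receptors had a mean log2 fold change of 0.14 (12 of 19 higher, camera adjusted p = 0.110) and passed without BNPP piglet 2 (0.27, adjusted p = 0.0145, range 0.0145 to 0.741). Serine-type peptidases had 0.10 (22 of 39 higher, 0.176) and passed without BNPP piglet 2 (0.34, 0.00333) or BNPP piglet 3 (0.24, 0.0248), in a range of adjusted p of 0.00333 to 0.898. Copper and metal ion genes had 0.38 (10 of 16 higher, 0.0736) and passed without PRRSV piglet 3 (0.60, 0.00583), BNPP piglet 2 (0.50, 0.0431) or BNPP piglet 4 (0.33, 0.0429), in a range of 0.00583 to 0.882. The 2-AG list had 0.27 (8 of 9 higher, 0.0704) and passed without PRRSV piglet 1 (0.30, 0.0498), BNPP piglet 2 (0.38, 0.0186) or BNPP piglet 3 (0.34, 0.0248), in a range of 0.0186 to 0.973. Antibacterial defense had 0.13 (10 of 15 higher, 0.269), ether lipid metabolism 0.15 (19 of 30, 0.256), apoptosis 0.027 (32 of 63, 0.525), NOD-like receptor signaling 0.069 (25 of 44, 0.259) and aldosterone and cortisol synthesis 0.067 (23 of 41, 0.295).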
